# *Bifidobacterium infantis* Metabolizes 2′Fucosyllactose-Derived and Free Fucose Through a Common Catabolic Pathway Resulting in 1,2-Propanediol Secretion

**DOI:** 10.3389/fnut.2020.583397

**Published:** 2020-11-24

**Authors:** Liv R. Dedon, Ezgi Özcan, Asha Rani, David A. Sela

**Keywords:** bifidobacteria, human milk oligosaccharides, fucose, 2′fucosyllactose, microbiota, microbiome

## Abstract

Human milk oligosaccharides (HMOs) enrich beneficial bifidobacteria in the infant gut microbiome which produce molecules that impact development and physiology. 2′fucosyllactose (2′FL) is a highly abundant fucosylated HMO which is utilized by *Bifidobacterium longum* subsp. *infantis*, despite limited scientific understanding of the underlying mechanism. Moreover, there is not a current consensus on whether free fucose could be metabolized when not incorporated in a larger oligosaccharide structure. Based on metabolic and genomic analyses, we hypothesize that *B. infantis* catabolizes both free fucose and fucosyl oligosaccharide residues to produce 1,2-propanediol (1,2-PD). Accordingly, systems-level approaches including transcriptomics and proteomics support this metabolic path. Co-fermentation of fucose and limiting lactose or glucose was found to promote significantly higher biomass and 1,2-PD concentrations than individual substrates, suggesting a synergistic effect. In addition, and during growth on 2′FL, *B. infantis* achieves significantly higher biomass corresponding to increased 1,2-PD. These findings support a singular fucose catabolic pathway in *B. infantis* that is active on both free and HMO-derived fucose and intimately linked with central metabolism. The impact of fucose and 2′FL metabolism on *B. infantis* physiology provides insight into the role of fucosylated HMOs in influencing host- and microbe-microbe interactions within the infant gut microbiome.

## Introduction

Human milk nourishes infants and contains host-indigestible human milk oligosaccharides (HMOs) in addition to bioavailable nutrients. These compounds contribute to overall infant nutrition by shifting gut microbiome composition to favor beneficial microbiota that metabolize HMOs to bioactive products (1–5). Despite incorporating the same monosaccharide building blocks, HMOs vary structurally at the level of primary sequence and are diversified by degree of polymerization, branching, and secondary modifications such as fucosylation (6). 2′ Fucosyllactose (2′FL) is the most abundant fucosylated HMO and accounts for up to 30% of total HMOs in secretor women (6, 7). 2′FL has been designated generally recognized as safe by the U.S. Food and Drug Administration as well as obtaining similar status by other regulatory agencies. As a consequence, it is added to commercial infant formula to more closely mimic the composition of human milk.

*Bifidobacterium longum* subsp. *infantis* (*B. infantis*) is often the dominant microbe in the infant gut microbiome where it utilizes fucosylated HMOs such as 2′FL. Several studies report that *B. infantis* utilizes 2′FL as a sole carbohydrate source (8–11). The metabolic fate of the fucosyl moiety of 2′FL, however, remains uncertain in its intracellular catabolism. Mechanistic hypotheses based solely on genomics are hindered due to the absence of identifiable fucose-active genes. Specifically, *B. infantis* lacks the full complement of the canonical pathway genes possessed by other bacteria such as *Escherichia coli* (12–14). This catabolic pathway results in the production of 1,2-propanediol (1,2-PD) through a series of phosphorylated intermediates (15, 16). Briefly, the pathway is regulated by *fucR* and relies on a fucose permease (*fucP*) to import fucose intracellularly where it is subsequently catabolized. Fucose isomerase (*fucI*) converts L-fucose to L-fuculose, which is subsequently phosphorylated by fucose kinase (*fucK*). L-fuconate-1-phosphate is converted to dihydroxyacetone phosphate and lactaldehyde by an aldolase (*fucA*). Dihydroxyacetone phosphate can subsequently be shunted to the central glycolytic pathway and lactaldehyde converted to 1,2-PD by an oxidoreductase (*fucO*) under anaerobic conditions (17). *B. infantis* ATCC 15697^T^ lacks the majority of homologous genes predicted in this pathway, although the genome encodes *fucO* which could produce 1,2-PD from lactaldehyde. Despite this, *B. infantis* has been previously observed to metabolize free fucose and produces 1,2-PD in co-fermentation with a low concentration of glucose (14).

Other bacteria such as *Xanthomonas campestris* and *Campylobacter jejuni* catabolize fucose through phosphorylation-independent pathways to produce lactate as an end product rather than 1,2-PD (12, 13) Moreover, *Sphingomonas* sp. metabolizes rhamnose, an isomer of fucose, to produce lactadehyde and pyruvate (18). The pathway requires a permease prior to intracellular conversion of fucose to fuconolactone by fucose dehydrogenase, and then hydrolyzed to form fuconate by fuconolactone hydrolase. Fuconate dehydratase then catalyzes the production of 2-keto-3-deoxy-fuconate, which is further dehydrogenated to 2,4-diketo-3-deoxy-fuconate. The metabolic fate of 2,4-diketo-3-deoxy-fuconate diverges in that *X. campestris* produces lactate and pyruvate by a hydrolysis reaction whereas *Sphingomonas* sp. produces lactaldehyde and pyruvate by an aldol reaction. Homologous genes to those used in these pathways are identifiable in the *B. infantis* genome. The presence of these putative fucose genes informed a hypothetical bifidobacterial fucose metabolic pathway in *B. infantis* and other infant-associated bifidobacteria (11, 14).

Studies of bifidobacterial fucose metabolism have generally focused on fucosylated HMOs such as 2′FL. Identification of homologous genes, functional genomic analyses such as transcriptomics, and quantitation of metabolic end products 1,2-PD and short-chain fatty acids have heretofore provided the primary evidence for the bifidobacterial fucose metabolic pathway (11, 14, 19). Thus the mechanism underlying bifidobacterial fucose metabolism remains hypothetical in the absence of direct observation of metabolic intermediates and loss-of-function genetic perturbations. Furthermore, *B. infantis* growth on free fucose as a sole carbohydrate source is incompletely characterized as existing studies focus on demonstrating *B. infantis* growth on free fucose or in co-fermentation (14, 20–22). As such, much uncertainty remains in the path by which *B. infantis* utilizes fucose as a free product or integrated into HMOs.

This study investigates *B. infantis* utilization of 2′FL-derived and free fucose as well as the impact of carbohydrate source and concentration on fucose metabolism. In order to explicate *B. infantis* physiology while metabolizing fucose, our experimental system quantifies growth kinetics, secreted end products, the proteome, and transcriptome. As a consequence, an integrated systems-level resolution of *B. infantis* utilization of 2′FL and fucose is presented herein.

## Materials and Methods

### Bacterial Strains and Propagation

*B. longum* subsp. *infantis* strain ATCC 15697^T^ (originally isolated from human infant feces) was used in this study. Propagation was performed in de Mann, Rogosa and Sharpe (MRS; BD Difco, USA) supplemented with 0.05% (wt/vol) L-cysteine hydrochloride (Sigma-Aldrich, USA) at 37°C under anaerobic conditions (7% H_2_, 10% CO_2_, N_2_ balance) (Coy Lab, USA).

### Microplate Growth Assay

Growth phenotypes were analyzed in a 96-well format using a PowerWave HT Microplate Spectrophotometer (BioTek, USA). Overnight cultures were inoculated 1% (vol/vol) to modified MRS media (mMRS) that contains a defined carbohydrate substrate without acetate and Tween80. Carbohydrates include glucose, lactose, galactose, (Sigma-Aldrich, USA), fucose (Chem-Impex, USA), 2′fucosyllactose (BASF, Germany), and mixtures thereof at varying final concentrations (wt/vol) as the sole carbohydrate source(s). The growth assay was conducted anaerobically at 37°C until bacterial growth as measured by optical density at 600 nm (OD_600_) reached stationary phase. Each carbohydrate source or mixture of sources were evaluated in biological triplicates with three technical replicates. Inoculated mMRS without carbohydrate served as the negative control, and inoculated mMRS with 2% (wt/vol) lactose served as the positive control. Bacterial growth kinetics were calculated using Wolfram Mathematica with the equation described by Dai et al., $\Delta OD\left(t\right)=\;\Delta {OD}_{asym}\left\{\frac{1}{1+\exp\left[k\left(t_{c}-t\right)\right]}-\frac{1}{1+\exp\left[kt_{c}\right]}\right\}\;$where Δ*OD* corresponds to the adjusted optical density, Δ*OD*_*asym*_ the optical density at stationary phase, *k* the growth rate, and *t*_*c*_ the time to reach maximum growth rate (23). The growth assay was performed for 72 h at 37°C under anaerobic conditions by shaking for 5 s and assessing OD_600_ at 15-min intervals with triplicate biological and technical replicates of each broth composition. At critical points during bacterial fermentation, three technical replicates were selected at random and reserved for intracellular metabolite analysis.

Bacterial metabolism was quenched with a solution of 900 μL 60% methanol (Thermo Fisher Scientific, USA) with 0.65% (w/v) ammonium carbonate (Honeywell, USA) at −20°C added to 300 μL cell-free growth media (24, 25) The solution was thoroughly mixed and incubated 30 min at −20°C prior to pelleting cells and reserving supernatant. Cell pellet was washed with 900 μL methanol/ammonium carbonate solution at −20°C. Supernatant was reserved and diluted with 900 μL HPLC-grade water (Thermo Fisher Scientific, Waltham, MA) at 4°C. Supernatant solution was thoroughly mixed prior to storage at −80°C. Reserved pellets were resuspended in 500 μL methanol with 24 mg/L adonitol (Sigma-Aldrich, St. Louis, MO) and stored at −80°C.

### Growth Inhibition Assay

Overnight cultures were inoculated 1% (vol/vol) to MRS supplemented with 0.05% (wt/vol) L-cysteine hydrochloride (Sigma-Aldrich, USA) modified with added 1,2-PD, lactate, or phosphate-buffered saline. Each condition was evaluated in biological triplicate. Lactate was used as a control as it is known to inhibit *B. infantis* growth. MRS and equal volumes of phosphate-buffered saline served as additional controls. 1,2-PD concentration ranged from 0.08 to 168 mM and lactate concentration ranged between 0.07 to 144 mM. Cultures were grown anaerobically at 37°C for 24 h after which bacterial growth was measured by OD_600_. Inhibition was determined using a comparison of the final OD_600_ at each concentration as compared to other concentrations and controls.

### Characterization of Microbial Metabolic Intermediate and End Products

Bacterial growth for metabolic profiling was performed in 15 replicates of 2 mL mMRS inoculated at a concentration of 1% (v/v) and incubated for 48 h at 37°C under anaerobic conditions. OD_600_ was assessed using a NanoDrop spectrophotometer (Thermo Fisher Scientific, USA). Harvested cells were pelleted, washed with 1.5 mL 1 × phosphate-buffered saline (PBS), and resuspended in 1 mL RNAlater (Sigma-Aldrich, St. Louis, MO). Cells resuspended in RNAlater were incubated for 8 h at 4°C prior to storage at −80°C. Cell-free spent growth media (500 μL) was reserved and quenched as described above and stored at −80°C.

Intracellular metabolites were extracted and derivatized for GC-MS analysis. Suspended pellets were thawed to −20°C, transferred to 2 mL tubes containing 600 mg 100 μm diameter silica lysis matrix (OPS Diagnostics, USA), and subjected to bead beating (3 × {40 s at 6.0 m/s followed by 5 min incubation at −20°C}) using a FastPrep 24 bead beater (MP Biomedicals, USA). Whole-cell lysate was transferred to a 2 mL Safe-Lock tube (Eppendorf, USA) and lysing matrix was washed with 500 μL methanol. 1 mL chloroform (Thermo Fisher Scientific, USA) was added to the pooled whole-cell lysate and methanol wash and vortexed 2 min. Samples were incubated 4 h at −20°C and vortexed for 1 min at 1-hour intervals. Debris was pelleted at 21,200 × g for 5 min in a 4°C rotor, supernatant was transferred to a clean 2 mL Safe-Lock tube and dried overnight using a Vacufuge (Eppendorf, USA) in V-AL mode at room temperature with rotation. Dried extracts were derivatized following a modified protocol (25, 26). 20 μL pyridine (Sigma-Aldrich, USA) with 20 mg/mL methoxyamine hydrochloride (Sigma-Aldrich, USA) was added to dried extracts and vortexed 2 min prior to 90 min incubation at 32°C with continuous mixing. Thirty-two μL *N-*methayl-*N*-(trimethylsilyl)trifluoroacetamide (Sigma-Aldrich, USA) was added and samples were vortexed 2 min prior to incubation (30 min at 37°C, 60 min at 32°C, and 60 min at room temperature) with constant mixing. Debris was pelleted at 17,000 × g for 5 min. 50 μL supernatant was transferred to a vial insert and stored at −80°C overnight prior to measurement. 24 mg/L standards (pyruvate, lactate, 1,2-propanediol, *L*-fucono-1,4-lactone) (Sigma-Aldrich, USA) in methanol were derivatized following the above protocol. GC-MS analysis was performed at the University of Massachusetts Mass Spectrometry Center using an Agilent 6890/5973 GC- MS (Agilent Technologies, USA). In summary, 1 μL of the derivatized sample was injected in split mode (10:1). Gas chromatography was performed on a 30 m, 0.25 mm, 0.25 μm film thickness DB-5ms column (J&W Scientific, USA) using 1.2 mL min^−1^ helium flow. Ionization of analytes was done by electron ionization (EI +) at 70 eV. After 2 min at 70°C, the temperature was increased to 200°C at 12°C s^−1^, then to 250°C at 8°C s^−1^, and to 325°C at 12°C s^−1^, followed by an additional constant temperature period of 5 min at 325°C. The transfer line temperature was set to 290°C. Full scan mass spectra were obtained from 45 to 600 m/z with 2 scans s^−1^ and a solvent delay time of 4 min. Compounds were identified using Agilent MSD ChemStation Software (Version E02.02, Agilent Technologies, USA) and NIST Spectral Search Program with NIST Standard Reference Database (Version 2.2, NIST, USA).

Extracellular metabolites were quantitated by HPLC. One mL quenched cell-free spent growth media concentrated using a Vacufuge for 4 h in V-AL mode at room temperature with rotation. Dehydrated solutes were resuspended in 200 μL HPLC-grade water and filtered through a 0.22-μm filter (Sartorius, USA) and stored at −80°C until analysis. Metabolite (2′fucosyllactose, fucose, lactose, glucose, 1,2-propanediol, acetate, lactate, and formate) concentrations were quantified using an 1260 Infinity HPLC system (Agilent Technologies, USA) equipped with a Optilab T-rEX refractive-index detector (Wyatt Technology, USA). Separation was performed using an Aminex HPX-87H column (ID 7.8 mm by 300 mm; Bio-Rad Laboratories, USA) at 30°C in a mobile phase of 5 mM H_2_SO_4_ with a flow rate of 0.6 mL/min and an injection volume of 20 μL. Analytical standards of 2′FL (BASF, Germany), fucose, lactose, glucose, organic acids (Sigma-Aldrich, USA), and 1,2-propanediol (Alfa Aesar, USA) were used to generate a standard curve from seven concentrations. Each measurement was performed in duplicate.

### Proteome Sample Preparation

Cultures were harvested at mid-exponential phase and the pellet was washed 3X with PBS buffer and stored at −80°C until subsequent analysis. Cell pellets were suspended in 1X SDS lysis and solubilization buffer (Protifi LLC, USA) and were sonicated with Bioruptor pico (Diagenode, USA) at high power for 10–15 min (sonication cycle: 30 s ON, 30 s OFF). The cell lysate was clarified by centrifugation at 13,000 g for 8 min. Protein concentrations were measured using the Pierce BCA protein Assay kit (Thermo Fisher Scientific, USA) on a Nanodrop spectrophotometer. Sample preparation for mass spectrometry was performed using the S-Trap micro universal MS sample prep kit (Protifi LLC, USA). Samples were reduced, alkylated, and trypsin digested according to manufacturer instructions. Briefly, 30–40 μg protein was loaded on S-Trap micro spin columns and washed with wash buffer. Each sample was mixed with digestion buffer containing mass spectrometry grade trypsin (Promega, USA) at a 1:50 ratio (wt/wt) and was added directly to the micro spin column. Samples were incubated in a water bath at 47°C for 1 h followed by overnight incubation at 37°C. Peptides were eluted by serial additions of 50 mM TEAB, 0.2% formate, and 0.2% formate in 50% acetonitrile. Eluted peptides were pooled and evaporated in a Vacufuge to dehydration and stored at −80°C until subsequent analysis. Tryptic peptides were purified with ZIPTIP® C18 pipette tips (Merck Millipore, USA) as per manufacturer instructions prior to MS/MS analysis.

### Mass Spectrometry Proteomics

Tryptic digests were analyzed using a Thermo Easy-nLC 1000 nanoLC system coupled to a Thermo Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific, USA). Peptides were separated using a 90-min gradient of increasing concentration of acetonitrile and infused into the mass spectrometer at 300 nl/min. MS1 data was acquired at 60,000 resolution in the Orbitrap and MS/MS data were acquired in a data-dependent manner selecting the top five most intense ions for fragmentation, using a nominal CID collision energy of 35%. Data were processed using Proteome Discoverer 2.0 (Thermo Fisher Scientific, USA). MS/MS data was queried against a database constructed from the UniProt database (www.uniprot.org) containing *Bifidobacterium longum* subsp. *infantis* ATCC 15697 (https://www.uniprot.org/proteomes/UP000001360, Proteome ID: UP000001360). Proteomes were analyzed using SEQUEST (27). Proteome Discoverer 2.3.0.523 (Thermo Fisher Scientific, USA). SEQUEST was searched with a fragment ion mass tolerance of 0.60 Da and a parent ion tolerance of 10.0 PPM. Carbamidomethyl of cysteine was specified as a fixed modification. Variable modifications were specified including methionine oxidation and acetylation of peptide n-termini. For protein identification and quantification, a cut-off value of at least one unique high confidence peptide per protein, corresponding to a 1% false discovery rate (FDR) at the peptide level and peptide rank 1 protein was selected. Proteins and peptides identified and quantified by at least two of three replicates were used for comparisons. Mass spectrometry data were obtained at the University of Massachusetts Amherst Mass Spectrometry Center. Proteome data is deposited in the EMBL-EBI PRoteomics IDEntifcations Database (PRIDE) under Accession: PXD021868.

### Proteome Data Analysis

Scaffold version 4.9.0, (Proteome Software Inc., USA) was used to validate peptide and protein calls. Peptide identifications were accepted at >99.0% probability by the Peptide Prophet algorithm (28) with Scaffold delta-mass correction. Protein identifications were accepted at >99.0% probability and containing at least two identified peptide. Protein probabilities were assigned by the Protein Prophet algorithm (29). Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principles of parsimony. In order to generate relative quantification across samples, result files from Proteome Discoverer were imported into Scaffold and sf3 files were exported for the qualitative and quantitative comparisons. Peptide and protein abundances were normalized based on total sum of peptide and protein abundances, respectively, and were log10 transformed prior to the analysis. Multivariate data analysis was carried out using MetaboAnalyst 4.0 (30) (www.metaboanalyst.ca). Partial Least Squares Discriminant Analysis (PLS-DA) was used to maximize the covariance between variables. Variable importance of projection (VIP) score plot obtained by PLS-DA identified proteins (VIP score of ≥1.0) responsible for the clustering of groups. Proteins were annotated with GO terms using UniProt ID mapping (www.uniprot.org) and KEGG metabolic pathways were reconstructed using KEGG Mapper. PLS-DA, VIP, and KEGG metabolic pathways are reported in Supplementary Figures 1–3. The obtained proteomes were queried for proteins involved in the hypothetical *B. infantis* fucose metabolic pathway based on putative fucose genes identified in the *B. infantis* genome.

### RNA-seq Transcriptome Library Preparation

For RNA extraction, cells stored in RNAlater (MilliporeSigma, Burlington, MA) at −80°C were centrifuged at 14,000 × g for 3 min and cell pellets were washed with 1 mL cold 1X PBS buffer. Total RNA was extracted using Ambion RNAqeous kit (Life Technologies, USA) according to manufacturer instructions with a beadbeating step added to disrupt the cells. Accordingly, cells were suspended in 600 μL lysis buffer in beadbeating tubes (100 μm Silica Beads; OPS Diagnostics, USA) at 5.5 m/s for 30 sec 1X using a FastPrep 24 bead beader (MP Biomedicals, USA). RNA concentrations were measured by a NanoDrop spectrophotometer and samples were subjected to DNase treatment using the Ambion Turbo DNA-free kit (Invitrogen, USA) using 2 μL of DNase I for 45 min for 25 μL eluted total RNA. The RNA was evaluated for genomic DNA contamination using qRT-PCR performed on a 7500 Fast Real-Time PCR System (Applied Biosystems, USA) as described previously (31). An additional round of DNase treatment was performed for samples with high levels of residual DNA.

DNase-treated RNA was quantified using the Qubit High Sensitivity RNA Assay Kit (Life Technologies, USA) and RNA quality was assessed through RNA integrity number equivalent (RIN^e^) as determined on a TapeStation 2200 system using High Sensitivity RNA screen tapes and reagents (Agilent Technologies, USA). Samples with RIN^e^ >7.0 were subjected to ribosomal RNA depletion and mRNA purification with the RiboMinus kit with Magnetic Bead Clean up Module using the custom Pan-Prokaryote Probe Mix to target bacterial rRNA (Thermo Fisher Scientific, USA). RNA was quantified using the Qubit High Sensitivity RNA Assay and rRNA depletion was confirmed on TapeStation 2200 system. The depleted RNAs (RIN^e^ ~1.0–2.5) proceeded to sequencing library generation with the NEBNext Ultra II Directional Library preparation kit (New England Biolabs, USA). Purification was performed with AmPure XP beads (Beckman Coulter, USA) and indexed using NEBNext® Multiplex Oligos for Illumina Indices (Dual Index Primers Set 1; New England Biolabs Inc., USA) with 8–10 PCR cycles which varied according to input RNA concentration. The libraries were quantified using the Qubit double-stranded DNA (dsDNA) HS assay (Life Technologies, USA). The quality of library products was measured by high sensitivity DNA screen tapes on the TapeStation 2200 system. Sequencing libraries were pooled in equimolar concentrations (4 nM) and denatured immediately prior to sequencing following Illumina pooled library instructions. Sequencing was performed on an Illumina NextSeq platform (NextSeq 500/550 High Output Kit v2.5, paired-end, 150 cycles, 5% Phi-X) at the Genomics Resource Laboratory, University of Massachusetts Amherst. Raw reads are publicly deposited in the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE159189.

### Transcriptome Informatic and Statistical Analysis

Raw reads were uploaded to the Massachusetts Green High-Performance Computing Cluster used for all computational/statistical analyses unless specifically noted. Sequencing adaptors were trimmed during de-multiplexing. The reads were aligned to the reference *Bifidobacterium longum* subsp. *infantis* ATCC 15697 (NCBI accession number: NC 011593.1) using bowtie-2 (v2.3.4.3) (32). Total and non-unique gene reads aligning to a specific genomic locus, as well as calculated raw counts (HTSeq count, v0.10.0) (33) were obtained for differential expression analysis.

### Differential Gene Expression

In order to identify and quantify the magnitude of differentially expressed genes, the R package DESeq2 was used to analyze the raw count data (34). Genes with a sum count <50 were removed from analysis by pre-filtering. DESeq2 applies the Wald test for statistical analysis with adjusted *p* ≤ 0.05 designated as statistically significant. Principal component analysis (PCA) was performed and plots were visualized using DESeq2 (34). Gene maps were created and visualized using the R package genoplotR following *B. infantis* ATCC 15697 reference genome obtained from NCBI (NC_011593.1) and colored with corresponding z–score (35, 36). Z–score for each gene of interest was calculated using the following equation:

$$\begin{array}{l} \text{z}-\text{score}=\frac{Expression-Mean\;expression\;across\;all\;samples}{Standard\;deviation} \end{array}$$

where expression corresponds to the normalized counts of the gene of interest. Z-scores were visualized using a heatmap or gene map. Volcano plots were created and visualized using the R package EnhancedVolcano (37). Predicted gene functions were determined using a combination of BLAST (38) and KEGG (http://www.genome.jp/kegg~searches).

### Statistical Analyses

Statistical analysis of growth kinetics was performed using the final OD_600_ as a measure of total biomass. Final OD_600_ was subjected to one-way analysis of variance and Tukey's HSD for multiple comparisons between carbohydrate source. Metabolite concentrations were subjected to one-way analysis of variance and Tukey's HSD test for multiple comparisons between carbohydrate source. Fold change in gene expression was subjected to the Wald test during processing in DESeq2 (34). Z-scores generated from normalized counts were subjected to one-way analysis of variance and Tukey's HSD test for multiple comparisons between 2′FL concentrations and carbohydrate source.

### Experimental Layout

Co-fermentation of free fucose with glucose and lactose in both large volume (5 mL) and standard 96-well microplate formats was performed. Large volume cultures were used to obtain sufficient biomass to perform intra- and extracellular metabolite assays as a function of growth time during co-fermentation of free fucose and glucose as well as during growth on 2′FL as a sole carbohydrate. Proteomic and transcriptomic analyses were performed using large volume cultures in order to obtain sufficient biomass to extract the necessary quantities of protein and RNA. 96-well microplate growth assays were performed in all other cases where growth kinetics and metabolite production were examined. A brief schematic of the experimental layout is included in Supplementary Figure 4.

## Results and Discussion

### *B. infantis* Utilizes Free Fucose as a Carbohydrate Source

In order to understand *B. infantis* metabolism of free fucose and HMO-derived fucose, *B. infantis* ATCC 15697 was subjected to growth on fucose as a sole carbohydrate source and in co-fermentation with other sugars. Co-fermentation was performed due to prior observation of inconsistent *B. infantis* growth on fucose as the sole carbohydrate source which increased with the addition of trace glucose (14, 20, 21). Growth was performed in a standard 96-well plate format to maximize sensitivity and throughput and percentage carbohydrate substrate added are reported as wt/vol. Consistent with Bunesova et al. (14) supplementing free fucose with a trace amount of glucose (0.1–0.2%) resulted in higher final biomass (Figures 1A,B). *B. infantis* ATCC 15697 growth on free fucose as a sole carbohydrate source was reproducible and consistent across biological replicates. Co-fermentation of 0.1% glucose and 1.9% fucose resulted in significantly greater growth (final OD_600_ = 0.38 ± 0.09) relative to 0.1% glucose alone (final OD_600_ = 0.22 ± 0.08, *p* = 9.9E-5) (Figure 1A). Moreover, growth on 1.8% fucose and 0.2% glucose (final OD_600_ = 0.50 ± 0.06) is also significantly higher than growth on 0.2% glucose alone (final OD_600_ = 0.44 ± 0.002, *p* = 0.02) (Figure 1B). Growth on 1.8% fucose and 0.2% glucose is also significantly higher than growth on 1.9% fucose and 0.1% glucose (*p* = 0.003). Growth on 0.2% glucose is significantly higher than growth on 0.1% glucose (*p* = 2.04E-8).

**Figure 1:**
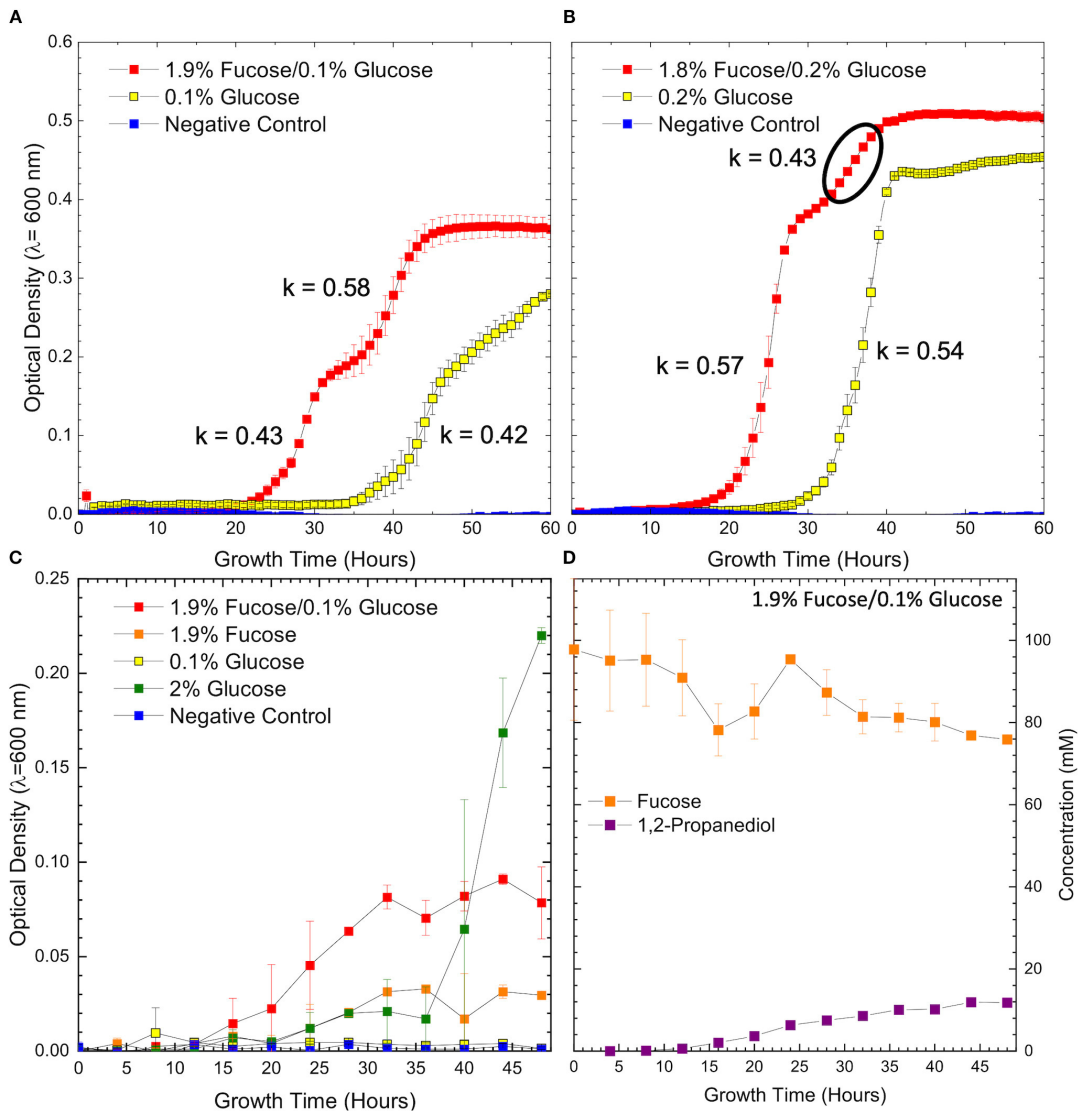
Growth curves of ATCC 15697 in **(A)** co-fermentation of 1.9% fucose and 0.1% glucose, **(B)** co-fermentation of 1.8% fucose and 0.2% glucose and on a corresponding concentration of glucose as a sole carbohydrate source shows distinct changes in growth rate during co-fermentation. The region where growth kinetics deviate and are best fit with a second growth rate is noted by the bold circle. Growth curves of ATCC 15697 on **(C)** co-fermentation of 1.9% fucose and 0.1% glucose and on individual carbohydrate sources. Samples were analyzed for metabolite concentrations at each data point. Concentrations of fucose and 1,2-propanediol **(D)** during co-fermentation of 1.9% fucose and 0.1% glucose are inversely related and in stoichiometric agreement with the proposed fucose metabolic pathway. Error bars denote standard error of the mean.

Growth in co-fermentation at both concentrations of fucose and glucose exhibits two distinct regions with different growth rates. In both conditions, the growth rate in the first regime (k = 0.43, k = 0.57) is in concordance with the growth rate observed in fermentation of glucose as a sole carbohydrate source (k = 0.42, k = 0.54). Given the shift in growth rate and the relative length of each region, it is possible that the cells are transitioning from glucose to fucose metabolism as the limiting concentration of glucose is exhausted. Depletion of the preferred carbohydrate source is the most common driver of diauxic shifts in microbial systems. Interestingly, the growth rate increases across this diauxic transition during co-fermentation of 1.9% fucose and 0.1% glucose (k = 0.43–0.58) and decreases during co-fermentation of 1.8% fucose and 0.2% glucose (k = 0.57–0.43). Thus, it is possible that the initial concentration of glucose influences the direction of growth rate change. Biomass accumulation on 0.1% glucose is severely restricted indicating that *B. infantis* ATCC 15697 does not have sufficient substrate at this concentration. Therefore, it is concluded that increased growth in co-fermentation is due to the inclusion of fucose as a fermentable carbohydrate.

In order to assess metabolite production as a function of growth, larger volume co-fermentation was performed to identify intracellular metabolites from sufficient biomass. Higher volume co-fermentation of glucose and fucose (Figure 1C) was consistent with the smaller volume 96-well format (Figures 1A,B), although exhibited lower OD_600_ values overall. Again, growth in co-fermentation of 0.1% glucose and 1.9% fucose was significantly increased relative to 0.1% glucose (*p* = 0.004) and 1.9% fucose (*p* = 0.02) as a sole carbohydrate source. In the large volume format, *B. infantis* ATCC 15697 does not significantly utilize free fucose as a sole carbohydrate source relative to the negative control (i.e., no added sugar) (*p* = 0.1) (Figure 1C). These results are consistent with previous observations that several *B. infantis* strains do not grow efficiently on fucose and only grow in the presence of trace glucose (14).

In contrast, co-fermentation of 0.1% lactose and 1.9% fucose is driven predominately by lactose metabolism as suggested by insignificant difference to final OD_600_ relative to growth on 0.1% lactose alone (Supplementary Figure 5, *p* = 0.07). This is not surprising given the efficient metabolism of lactose by *B. infantis* ATCC 15697 which likely prioritizes lactose over fucose. The presence of a second growth phase in co-fermentation of lactose and fucose (Supplementary Figure 5) suggests that fucose is being metabolized, similar to co-fermentation of the same concentrations of glucose and fucose (Figure 1A). Fucose metabolism during co-fermentation with lactose is supported by 1,2-PD production and disappearance of fucose from the medium (Figure 1D, Supplementary Table 1).

### 1,2-Propanediol Is Produced in Stoichiometric Accordance With Free Fucose Utilization

Given that *B. infantis* ATCC 15697 co-ferments limiting concentrations of glucose or lactose and excess fucose, as well as free fucose, fermentative intermediates were profiled to clarify the fucose utilization pathway. A mechanistic pathway (Supplementary Figure 6) was proposed by Bunesova *et al* (14) and supported by James *et al* in *Bifidobacterium kashiwanohense* and *Bifidobacterium breve* (11). This hypothetical pathway reflects rhamnose metabolism in *Campylobacter* sp. and *X. campestris* and features several intermediate metabolites to be potentially assayed (11, 14). L-fucono-1,4-lactone was selected as a metabolite marker to track due to its stability, exclusivity to the putative fucose pathway, and it yields a single spectral peak. Conversely, L-fuconate exhibits several peaks that are interspersed among the linear form of fucose. As such, intracellular metabolites were measured during co-fermentation of 0.2% glucose and 1.8% fucose. The higher concentration of glucose was used in order to achieve sufficient biomass to reliably detect L-fucono-1,4-lactone that is expected to be present in low concentrations. The presence of a lactate, pyruvate, and 1,2-PD signal confirmed that sufficient biomass was generated to detect intracellular metabolites (data not shown).

Despite the predicted stability of L-fucono-1,4-lactone, the metabolite was not detected at any point during growth on 0.2% glucose and 1.8% fucose (Supplementary Figure 7). There is, however, evidence of intracellular 1,2-PD as it was observed in the GC-MS chromatogram as a shallow, broad peak appearing very close to the solvent (data not shown). If fucose is metabolized through a L-fucono-1,4-lactone intermediate it may be highly transient or present in concentrations below the limit of detection. Although intracellular L-fucono-1,4-lactone was not detected, the presence of intracellular 1,2-PD indicates that fucose metabolism proceeds during biomass accumulation. Given that 1,2-PD is a secreted metabolic end product and expected to be found in higher concentrations in the extracellular matrix relative to intracellular levels, extracellular 1,2-PD served as a marker for fucose metabolism. Accordingly, we hypothesized that *B. infantis* ATCC 15697 secretes extracellular 1,2-PD corresponding with a decrease in fucose as a hallmark of fucose metabolism (Figure 1D).

Unlike glucose or galactose, fucose is not predicted to enter the bifidobacterial central metabolic pathway, termed the bifid shunt. This assumption is based on fucose metabolism in other bacterial systems and on the unique characteristics of the bifid shunt. Instead, it is hypothesized that an equimolar ratio of pyruvate and 1,2-PD is produced per mole of fucose consumed. Thus, 1,2-PD would be produced at the same rate that fucose is expended. Pyruvate would be catabolized and secreted as lactate, formate, and/or acetate to recycle cofactors. Extracellular metabolites produced during growth on fucose are provided in Table 1. 1,2-PD is produced at 0.5 times fucose consumption during co-fermentation of fucose and glucose. During growth on fucose as a sole carbohydrate source, 1,2-PD is produced at 0.44 times the consumption of fucose. While these ratios are not the expected equimolar production, it is important to note that the uncertainty in fucose concentration is large. Accounting for uncertainty in fucose concentration provides a range of the ratio of 1,2-PD production to fucose disappearance of 0.3–1.4 during co-fermentation of fucose and glucose and 0.3–0.7 during growth on free fucose. Furthermore, some deviation from the theoretical ratio of 1 is anticipated due to variation in growth state. Overall, *B. infantis* ATCC 15697 is observed to produce 1,2-PD as a result of fucose metabolism.

**Table 1:** *B. infantis* extracellular metabolite production during growth in co-fermentation of fucose and glucose and on fucose and glucose as sole carbohydrate sources.

	**Glucose (mM)**	**Fucose (mM)**	**Lactate (mM)**	**Formate (mM)**	**Acetate (mM)**	**1,2-PD (mM)**	**Ace:Lac**	**Form:Ace**
1.9% fucose/0.1% glucose	−5 ± 1	−26 ± 16	+1.6 ± 0.6	+11.8 ± 0.6	+15.0 ± 0.1	+13 ± 1	3.08	0.70
1.9% fucose	ND	−20 ± 7	+0.3 ± 0.8	+6.7 ± 0.9	+8.0 ± 0.7	+8.8 ± 0.2	2.26	1.02
0.1% glucose	−0.96 ± 0.09	ND	+0.10 ± 0.07	+0.1 ± 0.1	+0.58 ± 0.1	ND	0.71	0.99

*Change in concentration is calculated using extracellular concentrations prior to growth and following stationary phase. ND, not detected*.

The acetate:lactate ratio during co-fermentation of glucose and fucose surpasses the theoretical ratio of 1.5 secreted during hexose metabolism (Table 1). As compared to efficiently fermented carbohydrates such as lactose (Table 2), lactate concentrations greatly decreased and formate concentration increased during growth on fucose. This metabolic shift to favor formate secretion may be to prioritize ATP production through a branch in the bifid shunt. Similar observations have been reported for *B. infantis* ATCC 15697 (39) and other *Bifidobacterium* species (40) during inefficient metabolism of neutral HMOs. An acetate:lactate ratio of 0.99 during growth on 0.1% glucose may be due to poor growth on such a limiting sugar concentration, and thus deviates from the theoretical ratio of 1.5.

**Table 2:** *B. infantis* extracellular metabolite production during growth on 2′fucosyllactose is similar to that both in co-fermentation of fucose and lactose and on fucose and lactose as sole carbohydrates.

**Carbohydrate**	**Lactate (mM)**		**Acetate (mM)**		**Formate (mM)**		**1,2-PD (mM)**		**Δ[Fucose] (mM)**	**Ace:Lac**	**Form:Ace**
	**Raw**	**Norm**	**Raw**	**Norm**	**Raw**	**Norm**	**Raw**	**Norm**			
0.8% 2′FL	16 ± 1	16 ± 1	40.0 ± 0.8	40.0 ± 0.8	11.9 ± 0.5	11.9 ± 0.5	7.6 ± 0.1	7.6 ± 0.1	−7.5 ± 0.4	2.5	0.3
0.8% fucose	3.14 ± 0.08	18.97 ± 0.08	3.5 ± 0.2	21.3 ± 0.2	2.6 ± 0.5	15.6 ± 0.5	5.30 ± 0.08	21.01 ± 0.08	−5.3 ± 0.9	1.1	0.7
0.8% lactose	30.2 ± 0.5	22.9 ± 0.5	56 ± 1	42 ± 1	3.6 ± 0.2	2.7 ± 0.2	ND	ND	ND	1.8	0.06
0.8% fucose/0.8% lactose	28.1 ± 0.3	22.4 ± 0.3	45.5 ± 0.7	36.3 ± 0.7	3.9 ± 0.3	3.1 ± 0.3	4.07 ± 0.05	3.25 ± 0.05	−4.8 ± 0.4	1.6	0.09

*Change in concentration is calculated using extracellular concentrations prior to growth and following stationary phase. ND, not detected*.

Increased formate:acetate ratios are consistent with a shift in pyruvate metabolism. When more than 50% acetyl-CoA is converted to acetate by *B. longum*, the theoretical formate:acetate ratio is approximately 0.4 (41). Here, *B. infantis* ATCC 15697 has surpassed that threshold, suggesting that there is a shift to produce more acetyl-CoA than lactate from pyruvate. The increased ratios are expected with the inefficient fermentation of fucose as a sole carbohydrate source. These results support the hypothesis that *B. infantis* ATCC 15697 utilizes free fucose as a carbohydrate to support growth, although fucose fermentation is somewhat inefficient under these experimental conditions.

### 1,2-Propanediol Is Produced in Stoichiometric Accordance With 2′FL Utilization

Similar to fucose metabolism, 2′FL is metabolized by *B. infantis* ATCC 15697 to produce 1,2-PD (Figures 2A–C) when fermenting substrates at slightly higher concentrations than those found in human milk (42). Each molecule of 2′FL is composed of a lactosyl and fucosyl moiety, thus utilization of 2′FL approximates fucose utilization. As with co-fermentation of fucose and glucose, 1,2-PD production would be expected to be equivalent to fucose. In three tested conditions (0.8% 2′FL, 0.8% fucose, and 0.8% fucose/0.8% lactose) the decrease in fucose or 2′FL concentration is nearly identical to the production of 1,2-PD (Table 2). In both instances formate production is increased fivefold (5.8-fold for free fucose and 4.4-fold for 2′FL) in a comparison of free fucose and 2′FL metabolism (Table 2). Moreover, lactate production is decreased relative to growth on lactose when normalized to final OD_600_. In contrast, acetate production is reduced while subsisting on fucose which could be an artifact of poor growth or otherwise confounded due to metabolism of the lactosyl component of 2′FL. A co-fermentation of 0.8% fucose and 0.8% lactose was used to functionally approximate fermentation of integrated 0.8% 2′FL as a sole carbohydrate source (Table 2). Whereas, absolute metabolite concentrations of the fucose/lactose co-fermentation are in closer agreement with those during growth on 2′FL, the formate and 1,2-PD concentrations during fucose metabolism are reduced with the addition of the more efficiently utilized lactose. As such, it is difficult to derive conclusions regarding free fucose metabolism in direct comparison to 2′FL-derived fucose.

**Figure 2:**
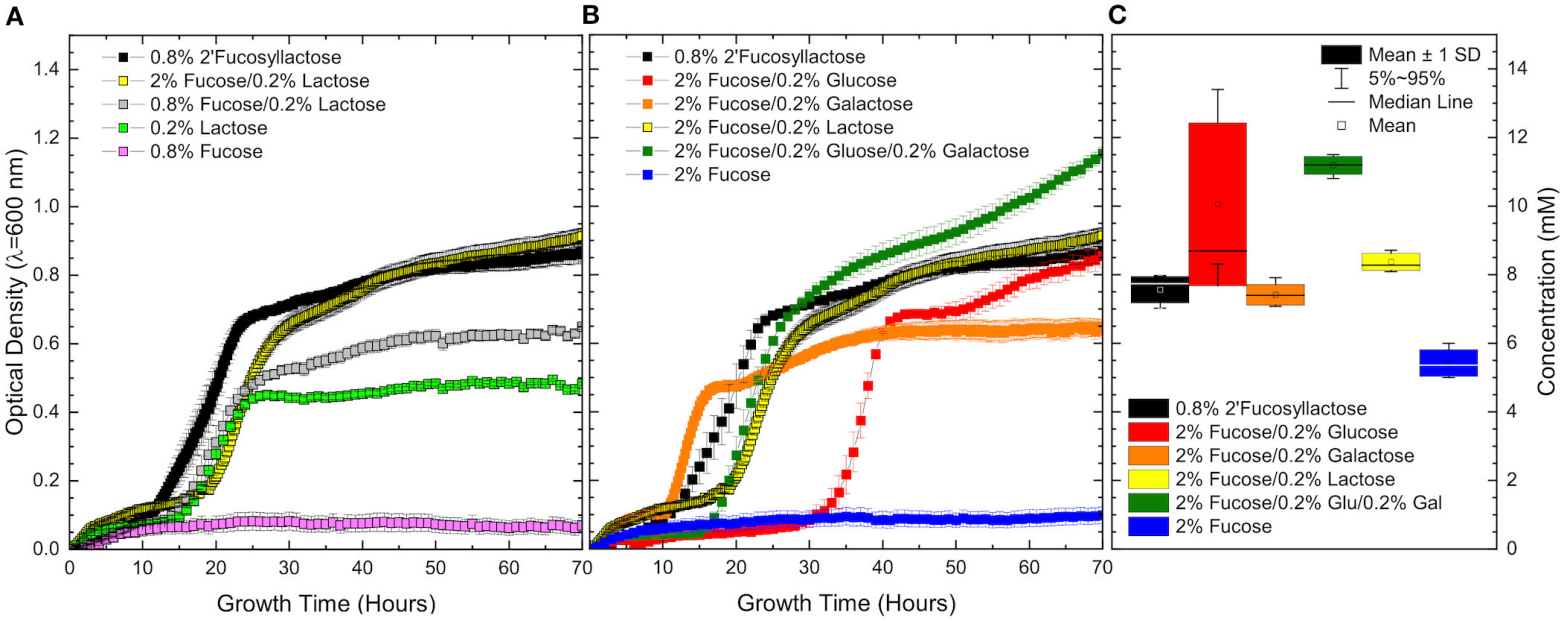
Growth curves of ATCC 15697 growth in **(A)** co-fermentation of excess fucose and limiting lactose as compared to 2′fucosyllactose. Co-fermentation of fucose and limiting lactose shows similar behavior to fermentation of 2′fucosyllactose and results in increased growth over individual carbohydrate sources. Co-fermentation of **(B)** excess fucose and limiting concentrations of mono- and di-saccharide components of 2′fucosyllactose shows a consistent synergistic effect. 1,2-Propanediol production **(C)** during co-fermentation is equal to or higher than 2′fucosyllactose and higher than growth on fucose as a sole carbohydrate source. Error bars denote standard error of the mean.

### Limiting Concentrations of Mono- and Disaccharide Residues of 2′FL Increase Fucose Metabolism

In order to clarify the boundaries of fucose metabolism in the presence of a preferred sugar, *B. infantis* was grown in co-fermentation of excess fucose and limiting concentrations of lactose, glucose, and galactose. Initial co-fermentation of limiting lactose (0.1%) (Supplementary Figure 5) resulted in variable growth indicating that this concentration is too low to consistently support growth. Thus, co-fermentation of 2% fucose and slightly higher concentrations (0.2%) of glucose, galactose, and lactose were used (Figure 2B). Co-fermentation of fucose, glucose, and galactose produced the highest biomass as measured by final OD_600_ (Figure 2B). Co-fermentation of fucose with glucose or lactose produced roughly equivalent final OD_600_ as fermentation of 2′FL as the sole carbon source. In contrast, co-fermentation of fucose and galactose produced a lower final OD_600_. Regardless of the co-fermented substrate, growth in co-fermentation with fucose achieved higher biomass than growth on fucose or the limiting carbohydrate alone. Furthermore, the final OD_600_ achieved in co-fermentation was higher than the sum of final OD_600_ achieved during growth on individual components as sole carbohydrate sources (lactose shown in Figure 2A, additional sugars not shown).

In accordance with increased growth, final 1,2-PD concentrations increased during growth in co-fermentation relative to growth on 2% fucose as a sole carbohydrate source (Figure 2C). All co-fermentations exhibit significantly higher 1,2-PD secretion relative to growth on fucose alone [fucose/glucose (*p* = 6.76E-8), fucose/galactose (*p* = 0.02), fucose/lactose (*p* = 1.24E-4), fucose/glucose/galactose (*p* = 1.79E-8)]. Moreover, 1,2-PD production was unchanged (galactose or lactose) or increased [glucose (*p* = 0.003), glucose/galactose (*p* = 1.65E-7)] during co-fermentation as compared to 1,2-PD production during growth on 0.8% 2′FL. Fucose metabolism and central carbohydrate metabolism are linked as evident from increased final OD_600_ corresponding to increased 1,2-PD concentration.

Clearly fucose is not a preferred carbohydrate source for *B. infantis* ATCC 15697 and is not efficiently metabolized as a sole carbohydrate source regardless of the addition of limiting co-fermented sugars. Despite this inefficient metabolism, co-fermentation significantly increases growth and hallmarks of fucose metabolism. This phenomenon was also observed by Bunesova *et al* in that bifidobacterial growth on free fucose as a sole carbohydrate source was greatly improved by the inclusion of trace (0.4 mM) glucose (14). It is possible that a metabolite represses the fucose pathway as a result of fucose catabolism or carbon flux through the bifid shunt. James et al. putatively linked a LacI-family regulator in *B. kashowanihense* (*fumR)* to fucose metabolism, although mechanistic details of regulatory interactions remain unresolved (11). *B. infantis* ATCC 15697 possesses a homolog of *fumR* (Blon_RS01775) and this putative repressor may restrict fucose metabolism in the presence of sufficient concentrations of efficiently utilized sugars (e.g. glucose, galactose, and lactose). It is possible that fucose transport is repressed in the presence of high concentrations of efficient substrates, similar to the preferential metabolism of lactose over glucose observed in *B. longum* (43). In this experimental system, fucose transport is likely not hindered by excess lactose, as extracellular fucose concentrations diminish uniformly regardless of growth solely on fucose or in co-fermentation with lactose (Table 2). The variability within LacI-family allosteric activities suggest that bifid shunt and/or fucose-derived metabolites potentially regulate fucose metabolism (44). Furthermore, fucose metabolism is not repressed by limiting co-fermented carbohydrates. This is evidenced by similar concentrations of secreted 1,2-PD on excess 2′FL and excess fucose co-fermented with limiting sugars.

### Utilization of Higher Concentrations of 2′FL Does Not Promote Efficient *B. infantis* Growth

2′FL concentrations in human milk vary between and within populations depending on multiple factors including maternal secretor status (6, 7, 42, 45–47). In order to test the hypothesis that the fucose utilization phenotype responds to 2′FL in a concentration-dependent manner, *B. infantis* ATCC 15697 was grown on 2′FL as the sole carbohydrate source at concentrations ranging from 0.2% (i.e., limiting) to 2% (i.e., exceeds human milk concentrations). Thus, concentration-dependent growth on 2′FL would result in higher final OD_600_ and higher 1,2-propanediol production. Interestingly, and counter to this hypothesis, 2% 2′FL promotes moderate *B. infantis* ATCC 15697 growth, reaching an OD_600_ of 0.64 ± 0.06. Accumulated biomass increases with diminishing 2′FL concentrations (Figure 3A) until 2′FL is limiting to exhibit an inverse relationship. A more pronounced diauxic curve is exhibited as 2′FL concentration falls below 1% and is suppressed again at concentrations below 0.6%. It is currently unclear how this concentration-dependence relates to fucose metabolism.

**Figure 3:**
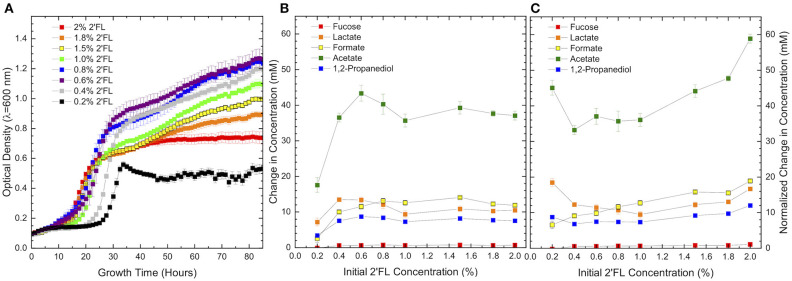
Growth curves of ATCC 15697 growth on **(A)** 2′fucosyllactose as a sole carbohydrate source is highly concentration-dependent. Metabolite production **(B)** appears to be consistently dependent on 2′fucosyllactose concentration, but concentration dependence does not persist when **(C)** metabolite concentrations are normalized to account for differences in biomass. Error bars denote standard error of the mean.

Absolute concentrations of secreted metabolites follow the parabolic trend observed in final OD_600_ (Figure 3B); however, this trend does not hold when metabolite concentrations are normalized to final OD_600_ to account for biomass variation (Figure 3C). As a result, the discordance between cellular growth and metabolite production is apparent and indicates a significant biological phenomenon. When normalized to biomass, formate is secreted in a consistently positive slope with increasing 2′FL. Acetate production also exhibits a net positive slope except at the lowest 2′FL concentration, which is severely limiting. The increase in formate and acetate production suggest that metabolic flux increases along with 2′FL concentrations. Formate production is small relative to the increase in acetate concentrations coinciding with increasing 2′FL concentration and, thus, does not significantly change the formate:acetate ratio (Table 3). Whereas normalized formate and acetate production are concentration-dependent, normalized lactate production does not exbibit a consistent relationship with 2′FL concentration. The relatively constant lactate concentration is consistent with increased formate and acetate production given that these metabolites are often increased at the expense of lactate production (41, 48–51). The specific metabolic end products that were quantified were not significantly impacted by 2′FL concentration despite significant changes in biomass accumulation with changing 2′FL concentration.

**Table 3:** *B. infantis* 2′fucosyllactose consumption and 1,2-propandiol production during growth on 2′fucosyllactose as a sole carbohydrate source is not concentration-dependent when differences in final biomass are accounted for. However, acetate:lactate and formate:acetate ratios show some subtle variation with 2′fucosyllactose concentration.

**2^**′**^FL conc. (%w/v)**	**2%**	**1.8%**	**1.5%**	**1%**	**0.8%**	**0.6%**	**0.4%**	**0.2%**
Final OD_600_ (± stdev	0.63 ± 0.04	0.79 ± 0.02	0.89 ± 0.01	0.99 ± 0.02	1.13 ± 0.01	1.17 ± 0.06	1.10 ± 0.02	0.39 ± 0.03
Acetate:Lactate	3.2	3.2	3.3	3.3	2.9	2.9	2.4	2.0
Formate:Acetate	0.34	0.34	0.37	0.37	0.34	0.29	0.31	0.24
Δ[2′FL] (mM)	−7 ± 2	−5 ± 2	−2 ± 1	−6 ± 2	−7 ± 1	−8 ± 2	−11.1 ± 0.3	−7 ± 2
Δ[1,2–PD] (mM)	+7.57 ± 0.07	+7.7 ± 0.1	+8.2 ± 0.2	+7.29 ± 0.05	+8.4 ± 0.4	+8.7 ± 0.4	+7.5 ± 0.1	+3.4 ± 0.2
Normalized Δ[2′FL] (mM)	−14 ± 2	−7 ± 2	−2 ± 1	−6 ± 2	−6 ± 1	−7 ± 2	−10.1 ± 0.3	−17 ± 2
Normalized Δ[1,2-PD] (mM)	+12.02 ± 0.07	+9.8 ± 0.1	+9.2 ± 0.2	+7.36 ± 0.05	+7.4 ± 0.4	+7.5 ± 0.4	+6.8 ± 0.1	+8.8 ± 0.2

*Change in extracellular concentration is calculated using concentrations prior to growth and following stationary phase. ND, not detected*.

A potential factor in inhibition of growth with increasing 2′FL concentration is a potential toxicity of 1,2-PD, as 1,2-PD concentration increases with that of 2′FL (Figure 3B). To test this, a growth inhibition assay indicated that 1,2-PD is only slightly inhibitory between 168 and 0.08 mM with a difference in OD_600_ of 0.107 ± 0.007 (*p* = 9.5E-8) between the highest and lowest 1,2-PD concentrations. Similarly, the growth inhibition assay of lactate (i.e., inhibitory at high concentrations) indicates a similar slight inhibition between 144 and 0.07 mM lactate (ΔOD_600_ of 0.150 ± 0.005, *p* = 3.0E-7). Neither metabolite accumulates to inhibitory concentrations prior or during growth. 1,2-PD reaches a maximum concentration of 8.6 ± 0.4 mM at 0.6% 2′FL. Therefore, it is unlikely that secreted 1,2-PD or other quantified end-product metabolites impact growth at higher concentrations of 2′FL. It is possible that fucose metabolism is repressed by some unknown mechanism. Thus, proteomics and transcriptomics were conducted to examine global regulatory networks during fucose metabolism to better understand the relationship between fucose, lactose, and 2′FL utilization.

### The Proteome Contains Hallmarks of Putative Bifidobacterial Fucose Metabolic Pathway

The *B. infantis* proteome was interrogated for signals of pathways active during fucose catabolism. The proteome during growth on free fucose as a sole carbohydrate exhibits features consistent with the pathway proposed for *B. kashowanohense*, albeit yet to be validated incisively (Figure 4A) (11, 14) Figure 4 integrates proteins within the proteome encoded by the genes of interest in the hypothetical *B. infantis* fucose metabolic pathway. Putative fucose metabolism proteins were observed in at least two of three biological replicates. Transport-associated proteins were identified in relatively low abundance, which may be due to their spanning the cell membrane and, thus, tendency to collapse in the insoluble proteome fraction. Nevertheless, transport proteins were observed in two of three biological replicates.

**Figure 4:**
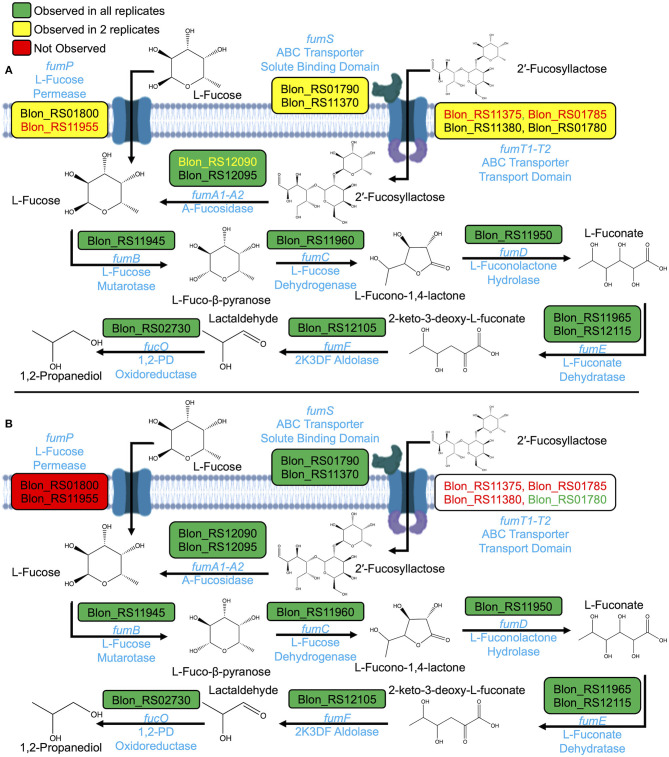
Proposed fucose pathways based on proteome during growth on **(A)** free fucose and **(B)** 2% 2′fucosyllactose as sole carbohydrate sources. Gene symbols are given in light blue above the reaction arrows and corresponding protein names below.

An ABC transporter linked to 2′FL (Blon_RS01780-RS01790) (4) is expressed during growth on fucose as a sole carbohydrate. This indicates that fucose signals 2′FL metabolism to initiate and reflects likely overlapping processes to catabolize free or integrated fucose. Partial evidence of a secondary transporter (Blon_RS11370-RS11380) was identified in the proteome. Proteins corresponding to Blon_RS11370 (FumS) and Blon_RS11380 (FumT2) were detected in two of three replicates, and Blon_RS11375 (FumT1) was not observed.

The fucose proteome is in agreement with 1,2-PD production (Table 1). Although intracellular L-fucono-1,4-lactone was not detected *via* GC-MS, proteins with KEGG orthologs corresponding to L-fucono-1,4-lactone and L-fuconate synthesis were present in the proteome. These proteins with putative fucose metabolic functions include L-fucose dehydrogenase (FumC), L-fuconolactone hydrolase (FumD), as well as L-fuconate dehydratase (FumE). Furthermore, differential expression of L-fuconolactone and L-fuconate-related proteins was observed during growth on free fucose as compared to growth on lactose. FumD (Blon_RS11950) showed a log_2_ fold change of 13.1 (*p* = 5.95E-7) and two orthologs of FumE (Blon_RS11965 and Blon_RS12115) showed log_2_ fold changes of 15.4 (*p* = 1.39E-5) and 1.7 (*p* = 0.02). If these enzymes function as predicted, L-fucono-1,4-lactone and L-fuconate may be produced as highly transient intermediates during fucose metabolism.

### 2′FL Induces a Proteomic Signature That Reflects a Shared Metabolic Pathway With Free Fucose

The comparison between the proteomes of two 2′FL concentrations of free fucose indicate close similarity between growth conditions (Figure 4B). Differential expression of FumD (Blon_RS11950) (log_2_ fold change 12.1, *p* = 0.004) and FumE (Blon_RS11965) (log_2_ fold change 14.0, *p* = 9.75E-6) are also observed during growth on 2% 2′FL as compared to lactose. Unlike the free fucose proteome, L-fucose permease (FucP) was not detected during growth on 2′FL. Thus, it is likely that there is a single metabolic pathway for fucose catabolism once fucose is translocated across the cell envelope by *B. infantis* ATCC 15697. This is based on expression of the same fucose-associated proteins regardless of conditions and variation in the specific transport proteins detected. During growth on 2% 2′FL, two orthologs of FumS (Blon_RS01790 and Blon_RS11370) show significantly increased expression relative to lactose (log_2_ fold change 12.6, *p* = 0.0004; 9.3, *p* = 0.005, respectively). FumS was not seen to be significantly differentially expressed during growth on fucose as compared to lactose. Interestingly, fucose may induce the cell to translocate 2′FL *via* dedicated ABC transporters, whereas 2′FL may not provide the converse signal to transport fucose through FucP.

### Varying 2′FL Concentration Does Not Significantly Alter the *B. infantis* Proteome

2′FL concentration impacts the *B. infantis* growth phenotype (Figure 3A) which is not fully reflected in normalized metabolite concentrations (Figures 3B,C). Using the proposed pathway in *B. kashowanohense* as a reference (11), two 2′FL concentrations yielded highly similar proteomes at 2% and 0.8% 2′FL as depicted in Figure 4B and Supplementary Figure 8, respectively. FumT2 provides a minor exception in that the 2′FL-associated transport permease was identified with high confidence in all 2% 2′FL replicates, and 2 of 3 at 0.8% 2′FL. It is likely that this is not biological variation, rather due to low abundance of the protein. Fucose metabolism-related proteins are not significantly differentially expressed during growth on 0.8% 2′FL as compared to growth on 2% 2′FL during mid-log phase. It cannot be excluded that varying 2′FL concentrations impact relative levels of expressed protein at later stages in growth, when the divergence of growth phenotypes is more pronounced.

### 2′FL Induces Fucose-Associated Gene Expression in the *B. infantis* Transcriptome

Regardless of 2′FL concentration (0.8 and 2%) the *B. infantis* ATCC 15697 transcriptomes are highly similar, as observed for their cognate proteomes. This is evidenced by low sample-to-sample distance between the two 2′FL concentrations and over two-fold higher sample-to-sample distance between 2′FL and lactose fermentations (Figure 5A) as well as clustering in the PCA plot (Supplementary Figure 9). 

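Transcriptomes were measured by RNA-seq in *B. infantis* grown on 2% lactose, 0.8% 2′FL or 2% 2′FL as the sole carbohydrate, with 2 replicates per carbohydrate and 6 libraries in all. The authors stored cells in RNAlater, treated the RNA with DNase and depleted it of ribosomal RNA. They sequenced directional libraries, aligned the reads to the genome of the strain with bowtie-2 and counted them per gene with HTSeq, keeping total and non-unique reads. The deposited counts carry no normalization and sum to 6806948 and 5757236 on lactose, 7788815 and 7313549 on 0.8% 2′FL, and 8285305 and 7242585 on 2% 2′FL, with a median of 7278067 per library. At these depths, 3 counts correspond to between 0.362 and 0.521 per 1e6 of the raw library total, which is not the normalized scale used below. The table lists 2666 genes by locus tag, and the 2538 genes with a summed count of at least 50, the filter of the paper, were tested. Counts were normalized with edgeR's TMM factors and are given as normalized counts per 1e6 (CPM), as mean ± SD of the 2 libraries of each carbohydrate. All 3 groups entered 1 negative binomial fit, which leaves 3 residual degrees of freedom, and differential expression was called by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of at most 0.05. A permutation test of 2 libraries against 2 cannot give a two-sided exact p under 0.333, so each p rests on the spread that the fit shares across genes. The common biological coefficient of variation was 5.06%. Replicates differed by more than counting noise, with a chi-square per degree of freedom of 5.62 on lactose, 5.29 on 0.8% 2′FL and 11.7 on 2% 2′FL over genes with a summed count of at least 10 in the 2 libraries.

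The TMM factors were 1.41 and 1.44 on lactose, 0.878 and 0.868 on 0.8% 2′FL, and 0.814 and 0.793 on 2% 2′FL. A fixed set of 10 genes, those with the largest mean shares over the 6 libraries, was summed in each library. It took 17.2% and 16.8% of the counts on lactose, 22.1% and 22.1% on 0.8% 2′FL, and 26.9% and 27.9% on 2% 2′FL. Most libraries are from 2′FL, so the set favours genes abundant there. The largest mean shares over the 6 libraries belonged to BLON_RS13465 (7.34%), BLON_RS13120 (2.46%) and BLON_RS12675 (1.82%), which carry no names in the files used here. The order differs by carbohydrate. BLON_RS12675 took 1.49% on lactose, less than BLON_RS03520 (1.73%), and 1.62% on 0.8% 2′FL, less than BLON_RS05540 (1.79%). On 2% 2′FL it took 2.357%, just under BLON_RS12695 (2.363%) and BLON_RS11865 (2.358%). The mean shares of BLON_RS12695 and BLON_RS11865 (1.817% and 1.819%) were nearly tied with that of BLON_RS12675 (1.822%). The genes compared with BLON_RS12675 were chosen after their values were seen. A fold change between 2′FL and lactose therefore depends on how the libraries are scaled, more than a fold change between the 2′FL concentrations does.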

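Distances between libraries were recomputed as Euclidean distances over variance-stabilized counts of the tested genes. The mean distance between a 2′FL library and a lactose library was 55.6 (8 pairs, between 55.0 and 56.3), and between a 0.8% and a 2% 2′FL library 16.4 (4 pairs, between 16.0 and 16.9). The ratio of these means was 3.39. Replicates of a single carbohydrate lay 8.28 apart on lactose, 10.3 on 0.8% 2′FL and 12.1 on 2% 2′FL, each a single pair without an error. The distance between 2′FL concentrations was thus 1.46 times the mean distance between 2′FL replicates. Taking only the 500 most variable genes moved the ratio most, to 5.12, and with each library left out in turn it lay between 3.28 and 3.54. From the low distance between 2′FL concentrations, the higher distance to lactose and the clustering of the libraries, the paper concludes that the transcriptomes are highly similar at both concentrations.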

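Relative to lactose, 2047 of the tested genes (80.7%) were differentially expressed on 0.8% 2′FL, 977 higher and 1070 lower, and 2098 (82.7%) on 2% 2′FL, 1013 higher and 1085 lower. In every one of these genes both libraries of one carbohydrate lay above both of the other. Over all tested genes this held for 91.1% at 0.8% and 90.5% at 2% 2′FL, where chance gives 33.3%. Requiring a fold change above 2 as well moved the counts most, to 983 and 1000 genes. The split by direction depends on the scaling. The median log2 fold change of all tested genes was -0.10 at both concentrations with TMM factors, -0.50 at both with upper-quartile factors, and -0.81 and -0.92 with total counts alone. With total counts, 517 genes were higher and 1746 lower at 0.8% 2′FL, and 437 higher and 1794 lower at 2%. The balance turned the other way with the DESeq2 Wald test, 1001 higher and 886 lower at 0.8% and 1014 and 885 at 2% 2′FL, and with DESeq2 size factors, 1046 and 1009 and then 1062 and 1026, where the medians were -0.03 at both concentrations except -0.02 at 2% with the DESeq2 Wald test. It also turned at 2% 2′FL with an adjusted p of at most 0.01 (962 higher, 960 lower). Of the genes called here, 1857 at 0.8% and 1884 at 2% 2′FL are also past the threshold in the authors' deposited DESeq2 comparisons, all with the same sign. The paper does not name the growth phase of the RNA samples, so growth phase and carbohydrate cannot be separated in these comparisons.

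Both comparisons share the lactose libraries. A total of 1897 genes changed in the same direction at both concentrations and 10 in opposite directions, while 140 passed the threshold only at 0.8%, 191 only at 2% and 300 at neither. Across genes, which are not independent replicates, the log2 fold changes at 0.8% and 2% 2′FL had a Pearson r of 0.960 and a Spearman rho of 0.961, and 93.5% of genes had the same sign. In 100 simulated data sets without any change between groups, the shared lactose libraries alone gave a mean r of 0.530 (at most 0.586), the same sign in 67.5% of genes and on average 0.03 genes called in the same direction. With lactose replicate 1 as the control of one concentration and lactose replicate 2 as that of the other, r was 0.947 and 0.944.

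**Figure D1:**
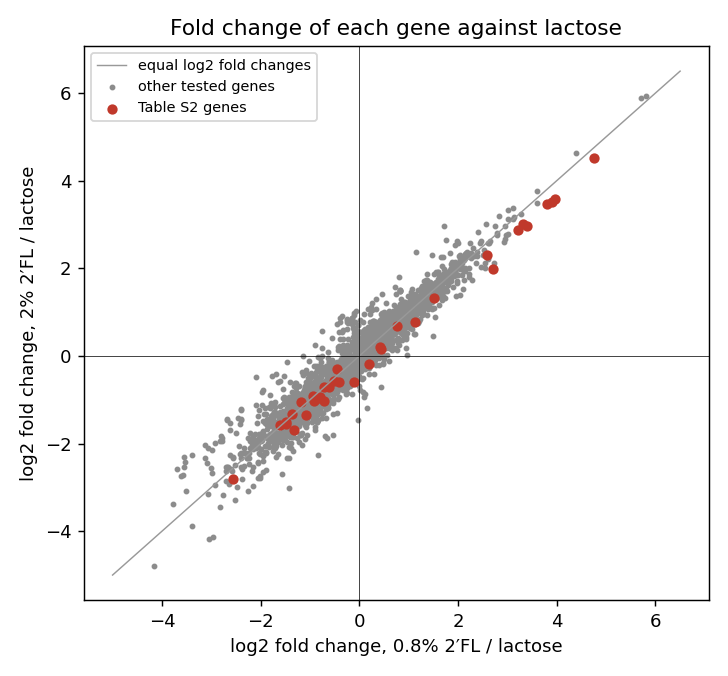
Log2 fold change against lactose of each tested gene at 0.8% 2′FL (horizontal axis) and at 2% 2′FL (vertical axis), with the genes of Table S2 in red and the line of equal fold changes in grey. The genes lie along the line, with a Pearson r of 0.960.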

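Apart from BLON_RS11965, the genes with the largest changes carry no names in the files used here, and each was separated between carbohydrates in all libraries. BLON_RS08455 had 32.5 ± 4.29 normalized CPM on lactose, 1817 ± 7.16 on 0.8% 2′FL and 2001 ± 20.2 on 2% 2′FL, log2 fold changes of 5.80 and 5.94 (standard errors 0.09 and 0.09, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.19e-16 and 3.16e-16). BLON_RS08460 rose from 29.1 ± 2.00 to 1511 ± 25.8 and 1717 ± 7.31, log2 fold changes of 5.70 and 5.88 (standard errors 0.08 and 0.08, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.51e-16 and 1.71e-16). BLON_RS08465 rose from 60.6 ± 2.84 to 1274 ± 66.0 and 1503 ± 83.2, log2 fold changes of 4.39 and 4.63, the latter the third largest rise at 2% 2′FL (standard errors 0.08 and 0.08, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.87e-15 and 1.87e-15). The third largest rise at 0.8% 2′FL was that of BLON_RS11965, a copy of *fumE*. Among the falls, BLON_RS13930 had 61 and 66 counts on lactose, 4 and 1 on 0.8% 2′FL, and 1 and 2 on 2% 2′FL. Scaled by the library totals times their TMM factors, this is 5.34% of the lactose level at 0.8% (exact Clopper-Pearson 95% interval 1.70% to 12.8%) and 3.38% at 2% (0.688% to 10.1%), intervals that cover counting error only and not the scaling. With total counts alone the percentages are 3.28% and 1.91%. BLON_RS12215 fell from 21.0 ± 1.87 to 1.52 ± 0.0806 on 0.8% 2′FL, a log2 fold change of -3.77 (standard error 0.23, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.84e-10). BLON_RS08095 fell from 59.2 ± 4.58 to 4.57 ± 0.671 on 0.8% 2′FL, a log2 fold change of -3.70 (standard error 0.17, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.56e-11). On 2% 2′FL, BLON_RS08650 fell from 30.8 ± 2.73 to 1.66 ± 0.378, a log2 fold change of -4.18 (standard error 0.21, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 9.93e-11). BLON_RS02505 had 29 and 26 counts on lactose and 1 and 1 on 2% 2′FL, 5.21% of the lactose level on the same scale (exact Clopper-Pearson 95% interval 0.615% to 19.7%) and 2.94% with total counts alone.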

Volcano plots confirm this observation as well (Figures 5B,C). 

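Between 2% and 0.8% 2′FL, 463 of the tested genes (18.2%) were differentially expressed, 272 higher and 191 lower at 2%. All 463 had both libraries of one concentration above both of the other, against 55.8% of all tested genes. A fold change above 2 was reached by 39 of them, 36 higher and 3 lower at 2%, and this requirement moved the count most. Single libraries decide part of the count, which was 237 without 0.8% 2′FL replicate 1, 262 without 0.8% 2′FL replicate 2, 512 without 2% 2′FL replicate 1 and 610 without 2% 2′FL replicate 2. The balance of directions turned with total counts alone, where 171 genes were higher and 502 lower at 2% and the median log2 fold change of all genes moved from -0.00 to -0.12. All 352 genes past the threshold in the authors' deposited DESeq2 comparison of the concentrations are among the 463.

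The largest rise at 2% 2′FL was that of BLON_RS09505, from 2.89 ± 0.368 to 8.87 ± 1.23 normalized CPM, a log2 fold change of 1.61 (standard error 0.25, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000428). BLON_RS08140 rose from 4.06 ± 1.29 to 10.4 ± 2.08, a log2 fold change of 1.32 (standard error 0.26, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00271). BLON_RS14335 rose from 1.14 ± 0.0470 to 2.89 ± 0.100, a log2 fold change of 1.33 (standard error 0.39, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0286). Its call was lost without either 0.8% 2′FL library (adjusted p = 0.129 and 0.138, edgeR) or either 2% 2′FL library (0.0685 and 0.0685), with the DESeq2 Wald test, which gave it no adjusted p, and after thinning all libraries to the smallest, a choice made after seeing the data. Over all alternatives its adjusted p lay between 0.0275 and 0.406. On lactose, BLON_RS09505, BLON_RS08140 and BLON_RS14335 had 12.3, 13.9 and 3.19 normalized CPM, above their means at both 2′FL concentrations. BLON_RS06605 fell from 3.45 ± 1.53 to 1.34 ± 0.415, a log2 fold change of -1.35 (standard error 0.44, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0475). Its adjusted p lay between 0.0167 and 0.435 over the alternatives and rose above 0.05 without lactose replicate 1 (0.0533) or 2 (0.0527), 0.8% 2′FL replicate 1 (0.435) or 2% 2′FL replicate 2 (0.0990), with either other count filter, with only the 4 libraries compared, and after the thinning. The DESeq2 Wald test gave it no adjusted p. BLON_RS06910 fell from 7.45 ± 0.610 to 3.41 ± 0.839, a log2 fold change of -1.14 (standard error 0.28, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0111). Without 0.8% 2′FL replicate 2 its adjusted p was 0.0567 and without 2% 2′FL replicate 1 it was 0.0514 (edgeR), in a range from 0.000958 to 0.0567. BLON_RS08650 fell further, from 3.71 ± 0.125 on 0.8% 2′FL, a log2 fold change of -1.14 (standard error 0.34, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0326). This call was lost without 0.8% 2′FL replicate 1 (0.135) or 2 (0.0894), without 2% 2′FL replicate 2 (0.120) and with the DESeq2 Wald test (0.0542), the adjusted p lying between 0.0131 and 0.135 over the alternatives.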

There are relatively few genes differentially expressed between 2′FL concentrations (Figure 5D). Despite efforts to scale-up, the inefficient growth on free fucose did not generate sufficient quality and quantity of RNA for transcriptomics.

**Figure 5:**
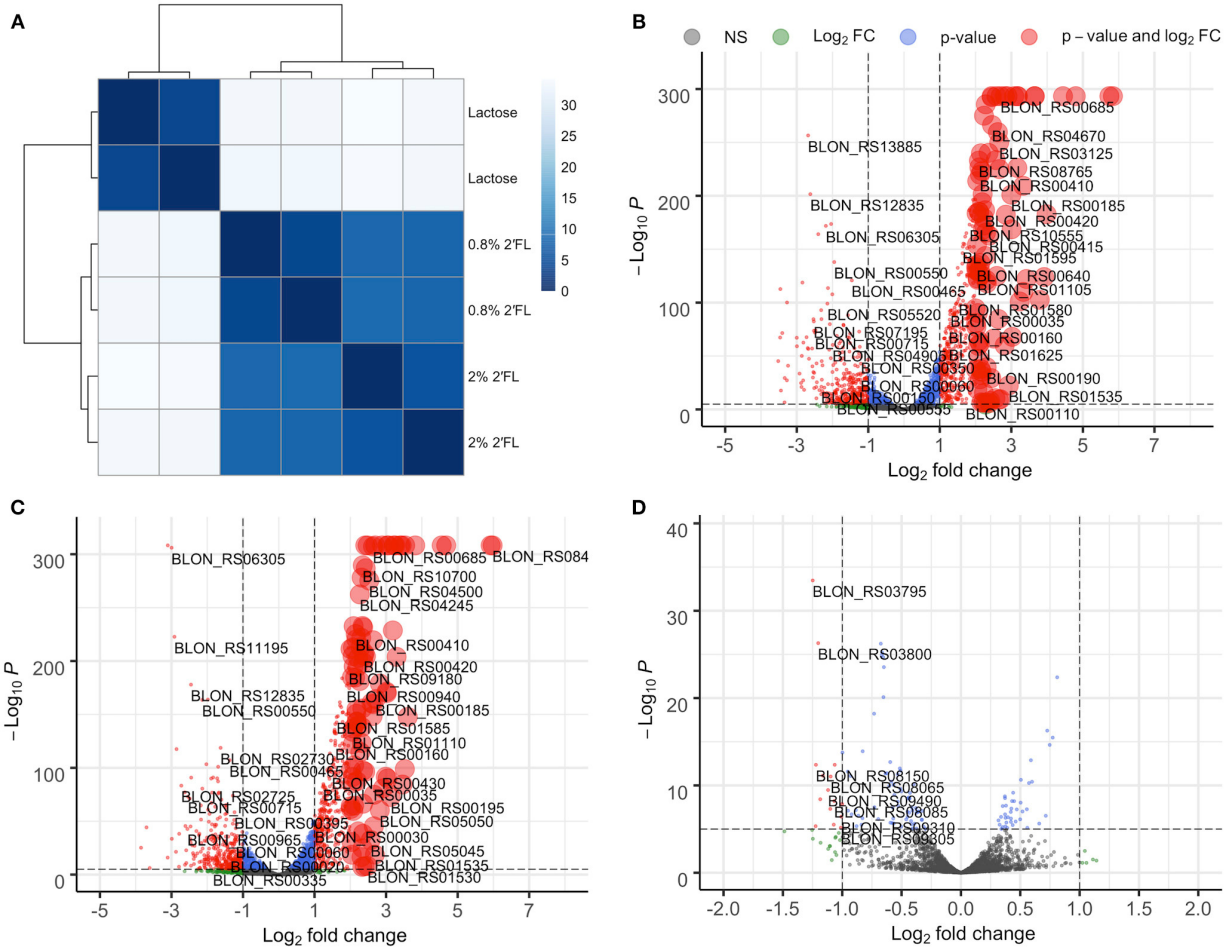
*B. infantis* gene expression is similar during growth on 0.8% and 2% 2′fucosyllactose as compared to during growth on lactose as seen from **(A)** sample-to-sample distance. While gene regulation is similar, there are several genes that show concentration-dependent regulation when volcano plots are used to compare **(B)** 0.8% 2′fucosyllactose and lactose, **(C)** 2% 2′fucosyllactose and lactose, and **(D)** 0.8% and 2% 2′fucosyllactose.

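Table S2 lists 34 genes of the predicted fucose metabolic pathway. On 0.8% 2′FL, 33 of them were differentially expressed relative to lactose, 15 higher and 18 lower, with log2 fold changes from -2.56 to 4.76. On 2% 2′FL, 32 were differentially expressed, 12 higher and 20 lower, from -2.82 to 4.51. Adjusted over the list alone, the counts were also 33 and 32. At an adjusted p of at most 0.01, 31 genes passed at each concentration, and 31 and 31 when adjusted over the list alone. Requiring a fold change above 2 moved the counts most, to 19 and 20 genes. With total counts in place of TMM factors, 11 were higher and 21 lower at 0.8% 2′FL, and 10 higher and 22 lower at 2%, and the fold change of BLON_RS01770, BLON_RS01800, BLON_RS01805, BLON_RS11955 or BLON_RS12150 changed sign at one or both concentrations. With each library left out in turn, between 30 and 33 genes passed at 0.8% and between 31 and 33 at 2% 2′FL. BLON_RS01805, which encodes a hypothetical protein, passed at 0.8% 2′FL (log2 fold change 0.44, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00359) but not without 0.8% 2′FL replicate 2 (0.0524) or with upper-quartile factors, its adjusted p ranging from 3.59e-08 to 0.770 over the alternatives.

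Further genes of Table S2 include the largest falls of the list, those of BLON_RS02725, with log2 fold changes of -2.56 at 0.8% and -2.82 at 2% 2′FL (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.60e-12 and 3.60e-12). BLON_RS12120 had -1.49 and -1.50 (adjusted p = 2.06e-08 and 2.10e-08, edgeR), *fucA*, BLON_RS12105, -1.19 and -1.06 (1.27e-09 and 4.41e-09), and BLON_RS12145 -0.79 and -0.94 (2.75e-08 and 4.04e-09). The *fumT1* copies BLON_RS12125 and BLON_RS12140 had -0.71 and -0.71 (1.86e-07 and 1.96e-07) and -0.51 and -0.58 (1.26e-05 and 3.95e-06). The fucosidase genes *fumA1*, BLON_RS12090, and *fumA2*, BLON_RS12095, had -0.42 and -0.59 (1.57e-05 and 3.44e-07) and -0.61 and -0.72 (4.10e-07 and 6.35e-08). All of these were lower in both 2′FL libraries than in both lactose libraries at each concentration. So was BLON_RS02735, with -0.46 and -0.29 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000375 and 0.00948), which at 2% 2′FL lost the threshold without lactose replicate 1 (0.0651) and with the DESeq2 Wald test (0.113), in a range from 2.72e-09 to 0.113.

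**Figure D2:**
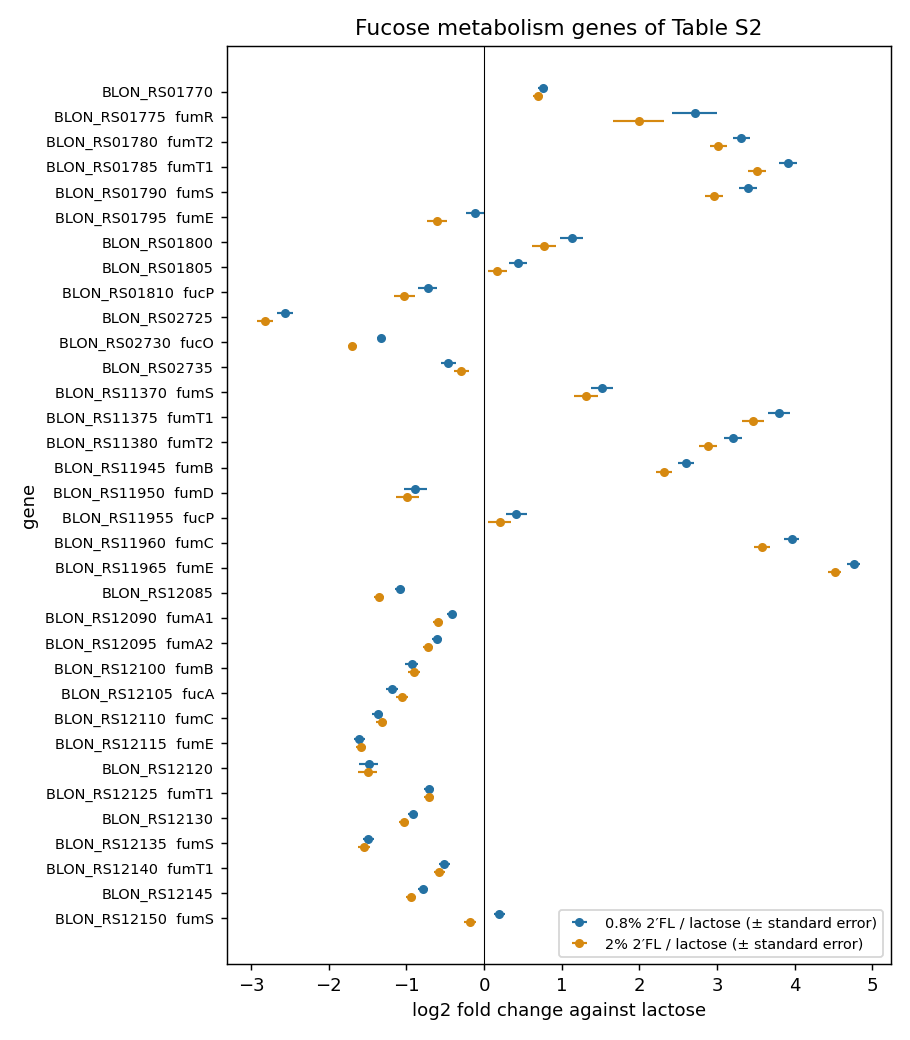
Log2 fold change against lactose of each gene of Table S2 at 0.8% 2′FL (blue) and 2% 2′FL (orange). Points are edgeR estimates with TMM factors, bars are approximate standard errors derived from the F statistic, and the vertical line marks equal expression on lactose. Values run from -2.82 to 4.76.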

Interestingly, 2′FL induces differential expression of the majority of proposed fucose metabolism genes relative to lactose (p ≤ 0.01; Figure 6, Supplementary Figures 10, 11). 

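The *fumE* copy BLON_RS01795, annotated as an L-fuconate dehydratase, had 25.4 ± 0.199 normalized CPM on lactose, 23.6 ± 2.11 on 0.8% 2′FL and 16.8 ± 0.653 on 2% 2′FL. Its log2 fold change was -0.11 at 0.8% (standard error 0.12) and -0.60 at 2% 2′FL (standard error 0.13, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.383 and 0.000461), lower in both 2′FL libraries than in both lactose libraries at each concentration. At 0.8% 2′FL it passed the threshold with upper-quartile factors (-0.51) and with total counts alone (-0.82). The fucose permease gene BLON_RS11955 (*fucP*) had 18.8 ± 1.20 on lactose, 25.2 ± 1.98 on 0.8% 2′FL and 21.8 ± 4.06 on 2% 2′FL, log2 fold changes of 0.42 (standard error 0.14) and 0.20 (standard error 0.14, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0126 and 0.211). The call at 0.8% was lost without lactose replicate 2 (0.0833), without 0.8% 2′FL replicate 2 (0.0917) and with upper-quartile factors (0.902), in a range of adjusted p from 0.00205 to 0.902, and with total counts alone the sign changed (-0.29). At 2% it passed without 2% 2′FL replicate 1 (0.0288) and, with the opposite sign, with total counts alone (-0.62), in a range from 0.000419 to 0.972.

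The *fumS* copy BLON_RS12150 had 202 ± 11.3 normalized CPM on lactose, 232 ± 5.02 on 0.8% 2′FL and 179 ± 20.8 on 2% 2′FL. Its log2 fold change was 0.20 at 0.8% and -0.18 at 2% 2′FL (standard errors 0.08 and 0.08, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0263 and 0.0421), with both 2′FL libraries above both lactose libraries at 0.8% and below them at 2%. Neither value passed an adjusted p of 0.01. The rise at 0.8% turned into a fall with upper-quartile factors (-0.20) and with total counts alone (-0.51). It lost the threshold without lactose replicate 1 (adjusted p = 0.201, edgeR) or 0.8% 2′FL replicate 1 (0.0605) or 2 (0.117), in a range from 5.95e-06 to 0.201. The fall at 2% lost it under 11 of 19 alternatives, among them leaving out lactose replicate 2 (0.259), 0.8% 2′FL replicate 1 (0.0546) or 2 (0.0513) or 2% 2′FL replicate 1 (0.415) and the DESeq2 Wald test (0.285), in a range from 6.18e-10 to 0.415.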

The exceptions are fuconate dehydratase (Blon_RS01795), fucose permease (Blon_RS11955), and solute-binding protein *fumS* (Blon_RS12150) which did not exhibit significant differences. These genes may not be expressed, or they may have similar constitutive expression levels between conditions. In addition, these three genes have multiple copies within the ATCC 15697 genome. Additional *fumE* paralogs are differentially expressed, with Blon_RS11965 highly upregulated (log_2_ fold change >4) whereas Blon_RS12115 is downregulated (log_2_ fold change < -1.5). 

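BLON_RS11965 had 31.8 ± 0.723 normalized CPM on lactose, 862 ± 70.6 on 0.8% 2′FL and 726 ± 33.3 on 2% 2′FL, log2 fold changes of 4.76 and 4.51 (standard errors 0.08 and 0.08, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.87e-15 and 5.90e-15). BLON_RS12115 had 418 ± 26.3 on lactose, 138 ± 2.37 on 0.8% 2′FL and 140 ± 2.94 on 2% 2′FL, log2 fold changes of -1.60 and -1.58 (standard errors 0.07 and 0.07, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 8.88e-12 and 1.05e-11). In both genes all 2′FL libraries lay on one side of the lactose libraries, and the directions held under each scaling tried. Reads that align to more than one locus were kept in the counts, so copies with similar sequence can share reads.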

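The putative fucose permease gene BLON_RS01810 (*fucP*) had 40.9 ± 2.93 normalized CPM on lactose, 24.8 ± 0.780 on 0.8% 2′FL and 20.3 ± 3.77 on 2% 2′FL. Its log2 fold changes were -0.72 (standard error 0.12) and -1.02 (standard error 0.13, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.78e-05 and 3.68e-06), and all 2′FL libraries lay below both lactose libraries.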

Blon_RS01810 encodes another putative fucose permease which is downregulated (log_2_ fold change < -0.65, p ≤ 0.001). 

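Among the *fumS* copies, BLON_RS01790 had 13.5 ± 0.377 normalized CPM on lactose, 142 ± 13.8 on 0.8% 2′FL and 105 ± 9.65 on 2% 2′FL, log2 fold changes of 3.39 and 2.96 (standard errors 0.12 and 0.12, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.58e-12 and 7.21e-12). BLON_RS11370 had 13.6 ± 2.60 on lactose, 38.6 ± 4.71 on 0.8% 2′FL and 33.7 ± 2.34 on 2% 2′FL, log2 fold changes of 1.52 and 1.31 (standard errors 0.14 and 0.15, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.43e-07 and 1.02e-06). BLON_RS12135 had 359 ± 19.7 on lactose, 128 ± 3.07 on 0.8% 2′FL and 124 ± 11.8 on 2% 2′FL, log2 fold changes of -1.49 and -1.54 (standard errors 0.07 and 0.07, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.16e-11 and 5.10e-11). Each of the 3 genes was separated from lactose in all 2′FL libraries.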

Blon_RS01790 (log_2_ fold change>3), Blon_RS11370 (log_2_ fold change>1.3), and Blon_RS12135 (log_2_ fold change < −1.4) encode *fumS*-like genes and are differentially regulated. There are several potential explanations for these observations, and they likely all contribute uncertainty. Foremost is that the putative *B. kashowanohense* pathway is incompletely characterized and validated including the constituent genes and their activities. Moreover, *B. infantis* fucose metabolism may diverge from *B. kashowanohense*, and paralogs may have multiple functions potentially unrelated to fucose metabolism.

**Figure 6:**
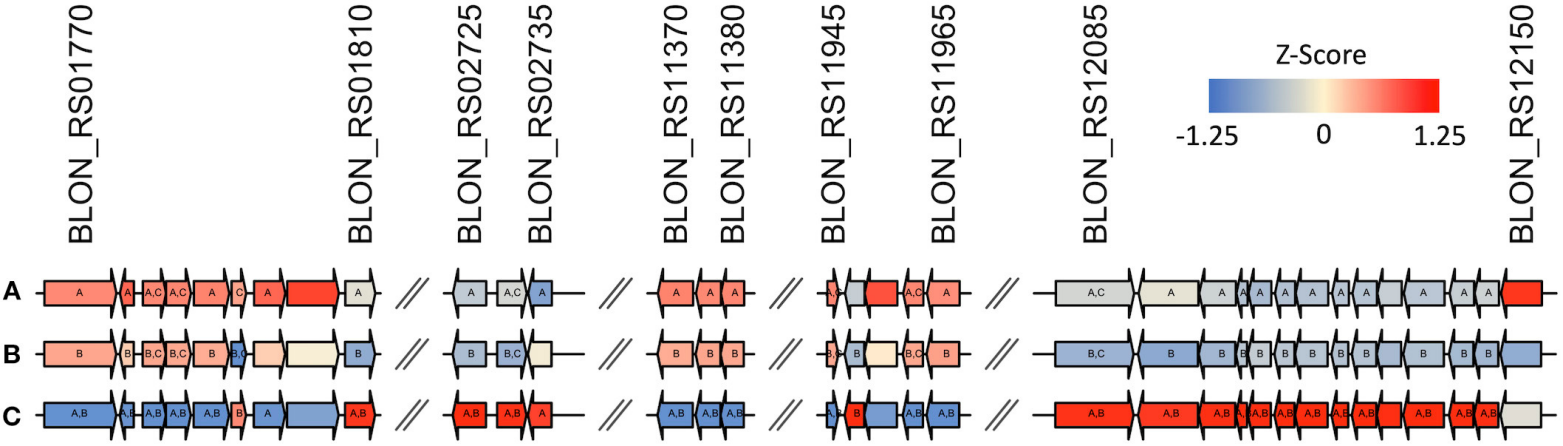
Gene maps show that there is differential regulation across the entire fucose metabolic pathway during growth on **(A)** 0.8% 2′fucosyllactose, **(B)** 2% 2′fucosyllactose, and **(C)** lactose as described by z-scores calculated from normalized count data. Gene annotations and predicted functions are provided in Supplementary Table 2.

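Z-scores of the 34 genes were recomputed from the mean of each carbohydrate's counts divided by DESeq2 size factors. Lactose had the lowest z-score in 14 genes, the highest in 19 and the middle one in 1. The z-score on 0.8% 2′FL was above that on 2% 2′FL in 29 genes. Over 3 group means a z-score ranks the carbohydrates within a gene and carries neither the size of the change nor an error.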

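Of the 34 genes of Table S2, 13 were differentially expressed between 2% and 0.8% 2′FL, all of them lower at 2%, with log2 fold changes from -0.72 to -0.25. They are BLON_RS01775, BLON_RS01780, BLON_RS01785, BLON_RS01790, BLON_RS01795, BLON_RS02730, BLON_RS11375, BLON_RS11380, BLON_RS11945, BLON_RS11960, BLON_RS11965, BLON_RS12085 and BLON_RS12150. Adjusted over the list alone, 14 genes passed. Over all 34 genes the median log2 fold change was -0.23, with 28 genes below 0 and 6 above. At an adjusted p of at most 0.01 the count was 6, and none of the genes changed by more than 2-fold, the requirement that moved the count most. The DESeq2 Wald test called 7 and total counts alone gave 21. The count without 0.8% 2′FL replicate 2 was 5, without 0.8% 2′FL replicate 1 it was 8, and without 2% 2′FL replicate 2 it was 16.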

Despite differential regulation between 2′FL relative to lactose, the transcriptomes remain relatively static regardless of 2′FL concentration (Figure 6). 

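Between the 2′FL concentrations, BLON_RS01790 had a log2 fold change of -0.43 (standard error 0.09, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00486), lower in both 2% than in both 0.8% 2′FL libraries. Without 0.8% 2′FL replicate 2 this was -0.33 with an adjusted p of 0.0824 (edgeR), in a range over the alternatives from 1.45e-06 to 0.0824. BLON_RS12150 had a log2 fold change of -0.38 (standard error 0.08, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00350). With each library left out in turn it lay between -0.50 and -0.26, and the adjusted p stayed at or under 0.0268. The *fumT1* gene BLON_RS01785, annotated as an inner membrane component of a transport system, had 7.56 ± 0.234 normalized CPM on lactose, 114 ± 0.785 on 0.8% 2′FL and 86.7 ± 5.17 on 2% 2′FL. Its log2 fold change between the concentrations was -0.40 (standard error 0.09, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00477). Relative to lactose its log2 fold changes were 3.91 and 3.52, so that at 2% 2′FL it remained far above its level on lactose.

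**Figure D3:**
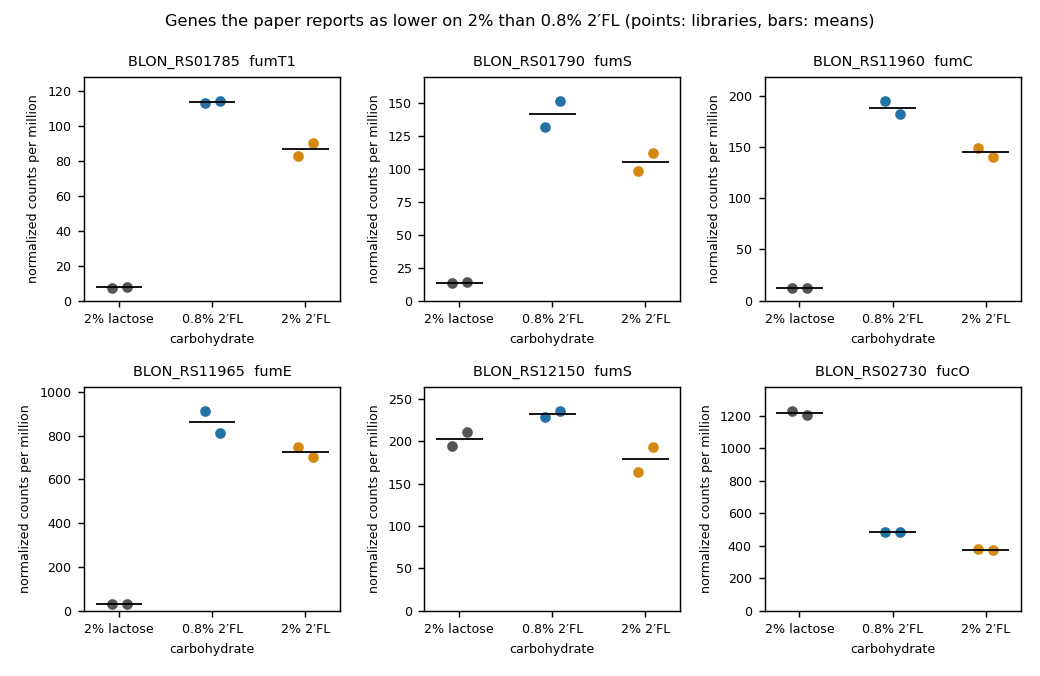
Normalized CPM (vertical axes, from 0) of BLON_RS01785, BLON_RS01790, BLON_RS11960, BLON_RS11965, BLON_RS12150 and BLON_RS02730 on 2% lactose, 0.8% 2′FL and 2% 2′FL. Points are the 2 libraries of each carbohydrate and bars their means. In each gene both 2% 2′FL libraries lie below both 0.8% 2′FL libraries.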

Two putative *fumS* genes (Blon_RS01790, *p* = 0.004 and Blon_RS12150, *p* = 0.002) and a *fumT1* gene (Blon_RS01785, *p* = 0.01) are down-regulated on 2% 2′FL relative to 0.8% 2′FL (Figure 6). This down-regulation may reflect the lower growth observed on higher concentrations of 2′FL. In addition, 2% 2′FL down-regulates a fucose dehydrogenase (Blon_RS11960; *p* < 0.01) and fuconate dehydratase (Blon_RS11965; *p* < 0.05). This down-regulation is consistent with lower growth on 2′FL. Similarly, a putative lactaldehyde reductase (Blon_RS02730; *p* < 0.0001) was downregulated during growth on 2% relative to 0.8% 2′FL. This enzyme could catalyze the conversion of lactaldehyde to 1,2-PD. Thus, differential regulation of fucose-related genes may reflect the non-linear relationship between 2′FL concentration and growth phenotype.

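The *fumC* gene BLON_RS11960 had 12.1 ± 0.152 normalized CPM on lactose, 188 ± 8.89 on 0.8% 2′FL and 145 ± 6.51 on 2% 2′FL, a log2 fold change between the concentrations of -0.38 (standard error 0.07, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00231). Without 0.8% 2′FL replicate 1 it was -0.34 with an adjusted p of 0.0536 (edgeR), in a range from 1.96e-05 to 0.0536. BLON_RS11965 had a log2 fold change between the concentrations of -0.25 (standard error 0.07, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0161). Without 0.8% 2′FL replicate 1 this was -0.17 with an adjusted p of 0.235 (edgeR), in a range from 0.000161 to 0.235. Both genes were lower in both 2% than in both 0.8% 2′FL libraries.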

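BLON_RS02730 (*fucO*) had 1216 ± 16.0 normalized CPM on lactose, 485 ± 2.01 on 0.8% 2′FL and 375 ± 4.46 on 2% 2′FL. Its log2 fold change between the concentrations was -0.37 (standard error 0.06, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000434), lower in both 2% libraries. The adjusted p stayed at or under 0.00914 with each library left out in turn. Relative to lactose the gene was lower at both concentrations, with log2 fold changes of -1.33 and -1.70.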

Differential regulation is not limited to the fucose-related genes previously identified. Given that the changes in metabolite production are not specific to fucose utilization (i.e., acetate, lactate, and formate) between 2′FL and lactose (Table 2), differential expression in the central pathway was examined. The majority of genes involved in the central pathway are up-regulated during growth on 2′FL as compared to lactose (Supplementary Figure 12). 

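Supplementary Figure 12 carries 18 gene labels, which were read from the picture. At both 2′FL concentrations 17 of these genes were higher than on lactose and none lower, with a median log2 fold change of 1.06 at 0.8% and 1.18 at 2% 2′FL. The exception was BLON_RS11220, a second gene with the label *galT*, with log2 fold changes of 0.11 and 0.05 (standard errors 0.11 and 0.11, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.362 and 0.670). Total counts alone moved the tallies most apart from the fold change requirement, to 13 higher and 3 lower at 0.8% and 11 higher and 5 lower at 2% 2′FL. Under that scaling BLON_RS11220 was among the lower genes (-0.59 and -0.77) and the sign of *ack*, BLON_RS08995, turned (-0.07 and -0.12). The largest changes were those of *galT*, BLON_RS10700, from 746 ± 30.4 normalized CPM on lactose to 3887 ± 70.9 and 3634 ± 94.3, log2 fold changes of 2.38 and 2.28 (standard errors 0.06 and 0.06, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.04e-13 and 1.34e-13). The *pfl* gene BLON_RS08900 had log2 fold changes of 2.22 and 1.87, *tkt*, BLON_RS05540, 1.90 and 2.00, *galK*, BLON_RS10695, 1.86 and 1.72, *tal*, BLON_RS05535, 1.56 and 1.68, *xfp*, BLON_RS08935, 1.09 and 1.16, and *ack* 0.63 and 0.70. Between the concentrations, 5 of the 18 genes were differentially expressed, 2 higher and 3 lower at 2% 2′FL.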

ROK family glucokinase Blon_RS02865 (*p* < 0.0001) and acetaldehyde-CoA/alcohol dehydrogenase Blon_RS11570 (*p* < 0.001) are both down-regulated during growth on 2′FL as compared to growth on lactose at both concentrations of 2′FL. 

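BLON_RS02865 had 351 ± 9.43 normalized CPM on lactose, 271 ± 6.09 on 0.8% 2′FL and 260 ± 8.77 on 2% 2′FL, log2 fold changes of -0.37 and -0.43 (standard errors 0.06 and 0.06, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.92e-05 and 7.52e-06). BLON_RS11570 had 881 ± 47.2 on lactose, 208 ± 7.74 on 0.8% 2′FL and 234 ± 25.4 on 2% 2′FL, log2 fold changes of -2.08 and -1.91 (standard errors 0.07 and 0.07, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.52e-12 and 5.17e-12). In both genes all 2′FL libraries lay below both lactose libraries. For BLON_RS02865 the paper states a p under 0.0001. The authors' deposited adjusted p (DESeq2 Wald test) is 0.000229 at 0.8% 2′FL, above that limit, and 1.20e-05 at 2% 2′FL.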

Reduced glucokinase and acetaldehyde-CoA/alcohol dehydrogenase expression was also observed in *B. kashiwanohense* APCKJ1 during growth on 2′FL as compared to growth on both sorbitol and lactose (11). 

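Supplementary Figure 13 carries 19 gene labels, read from the picture as well. Relative to lactose, 16 of these genes were lower and 2 higher on 0.8% 2′FL, and 17 lower and 2 higher on 2% 2′FL, with median log2 fold changes of -0.84 and -0.98. The N-acylglucosamine-6-phosphate 2-epimerase gene BLON_RS03275 fell from 60.5 ± 2.03 normalized CPM on lactose to 34.7 ± 0.127 and 37.1 ± 1.48, log2 fold changes of -0.80 and -0.71 (standard errors 0.10 and 0.10, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.28e-06 and 8.46e-06). The solute-binding protein gene BLON_RS03285 had log2 fold changes of -2.24 and -2.47, and the ROK family gene BLON_RS03270 of -0.71 and -0.61. The LacI regulator gene BLON_RS03255 did not pass at 0.8% 2′FL (log2 fold change -0.14, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.155), except with upper-quartile factors (-0.54) or total counts alone (-0.85). It was the only one of the 19 that differed between 2% and 0.8% 2′FL (log2 fold change -0.72, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000237).

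The higher genes were BLON_RS03230, an ABC transporter gene, and BLON_RS03280, a glycosyl hydrolase gene. BLON_RS03230 had log2 fold changes of 0.22 and 0.20 (standard errors 0.07 and 0.07, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00777 and 0.0120). It lost the threshold without lactose replicate 2 (0.0907 at 0.8% and 0.119 at 2% 2′FL) and, at 0.8%, without 0.8% 2′FL replicate 1 (0.0626), in ranges from 3.38e-06 to 0.0907 and from 1.40e-07 to 0.119. BLON_RS03280 had log2 fold changes of 0.56 and 0.34 (standard errors 0.11 and 0.11, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000238 and 0.0116). At 2% 2′FL it lost the threshold without lactose replicate 2 (0.0594) and without 2% 2′FL replicate 1 (0.0569), in a range from 0.000118 to 0.556. Both genes were lower than on lactose with total counts alone, BLON_RS03230 at -0.49 and -0.62 and BLON_RS03280 at -0.14 and -0.49. With upper-quartile factors BLON_RS03230 was lower at both concentrations (-0.18 and -0.21) and BLON_RS03280 at 2% 2′FL (-0.07), while at 0.8% 2′FL it stayed higher without passing the threshold.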

Genes implicated in sialic acid metabolism are similarly down-regulated in a consistent manner between both concentrations of 2′FL as compared to lactose (Supplementary Figure 13). This suggests that metabolism of the neutral fucosylated 2'FL regulates acidic HMO metabolism. It is unclear if this is a feature of all fucosylated HMOs or unique to the abundant 2'FL oligosaccharide species.

## Conclusions

*B. infantis* ATCC 15697 metabolizes both free and HMO-derived fucose through a common and likely phosphorylation-independent pathway to produce 1,2-PD. During fucose metabolism, carbon is shunted from lactate and toward formate and 1,2-PD production. This metabolic shift differs somewhat during free fucose metabolism relative to that of 2′FL. Although the inefficient metabolism of free fucose hinders direct comparisons in this respect. The shift to prioritize formate and 1,2-PD production may impact trophic relationships within the infant gut microbiome. Accordingly, it has been reported that the infant-associated *Eubacterium hallii* metabolizes 1,2-PD to produce short chain fatty acids butyrate, formate, and propionate. All of which potentially benefit the gut microbiome and overall infant development (52, 53). When presented with equal concentrations of fucose and lactose, *B. infantis* ATCC 15697 preferentially metabolizes the preferred lactose with minimal fucose utilization. Conversely, *B. infantis* ATCC 15697 exhibits significantly more growth on excess fucose with limiting concentrations of preferred carbohydrates, relative to individual carbohydrate components. It is clear that fucose catabolism is interconnected with the bifid shunt given the production of end-products typically secreted by bifidobacteria. The mechanistic relationship between the feeder fucose pathway and the bifid shunt is yet to be fully validated. Bifidobacterial metabolism of fucose may provide additional protection against enteric pathogens, which are known to utilize fucose cleaved from host mucin. Continued investigation of fucosylated HMOs and co-fermentation of free fucose in combination with other carbohydrate sources will enable greater clarity in this regard. Moreover, investigating additional *B. infantis* strains, as well as other species, will generalize observations to inform *in vitro* and *in vivo* host-microbial models in an effort to characterize metabolic networks between the infant and its microbiota. Ultimately, the goal is to understand this system with scientific rigor to potentially innovate precision nutrition interventions to support infant health and development.

## Data Availability Statement

Data are available *via* NCBI GEO under accession GSE159189 and *via* ProteomeXchange with identifier PXD021868.

## Author Contributions

LRD and DAS conceived, designed the study, wrote, revised, and approved the submitted manuscript. LRD, EÖ, and AR generated data. LRD, EÖ, AR, and DAS analyzed data. LRD drafted the initial manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

DAS was on the scientific advisory board for Medolac Laboratories. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Bifidobacterium infantis Metabolizes 2′Fucosyllactose-Derived and Free Fucose Through a Common Catabolic Pathway Resulting in 1,2-Propanediol Secretion
**Source:** Front Nutr. 2020 Nov 24;7:583397. doi: 10.3389/fnut.2020.583397
**Supplement:** Supplementary file 1

***Supplementary Material***

***Bifidobacterium infantis* metabolizes 2' fucosyllactose-derived and free fucose through a common catabolic pathway resulting in 1,2-propanediol secretion**

Liv R. Dedon<sup>1</sup>, Ezgi Özcan<sup>1</sup>, Asha Rani<sup>1</sup>, & David A. Sela<sup>1,2,3\*</sup>

David A. Sela

**Keywords:** bifidobacteria, human milk oligosaccharides, fucose, 2' fucosyllactose, microbiota, microbiome

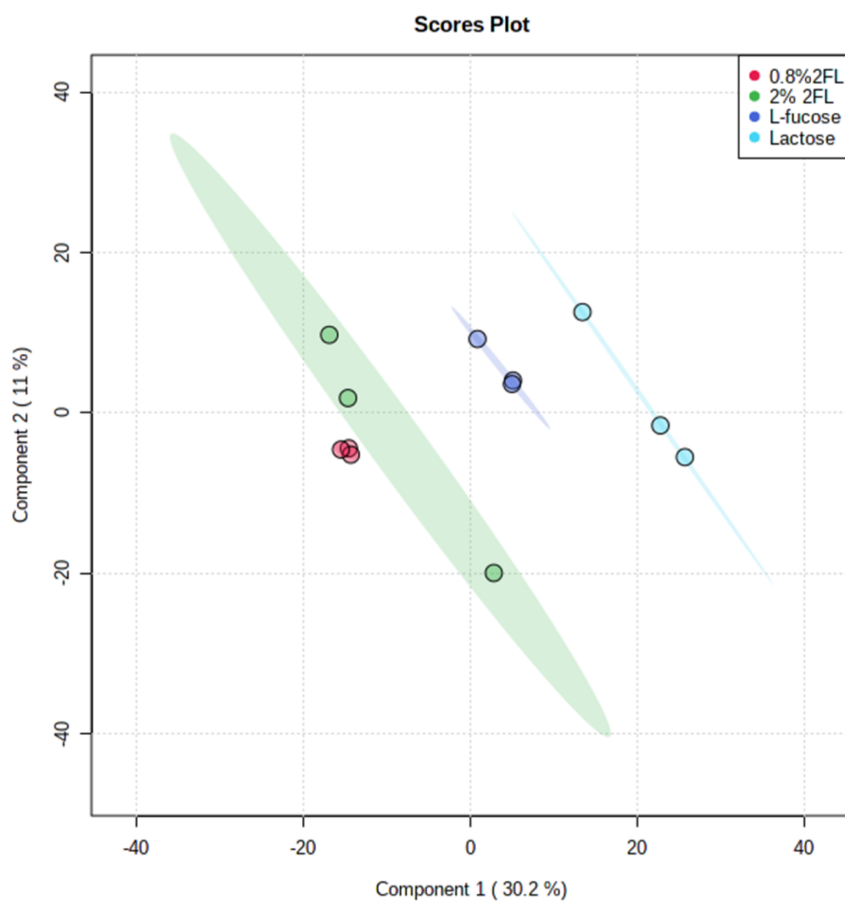

Figure S1: PLS-DA score plot for the different carbohydrate sources. Ellipses showing 95% confidence limits of a normal distribution for each group of the samples (three replicates were used for each group). Color legends are shown to the right for each group.

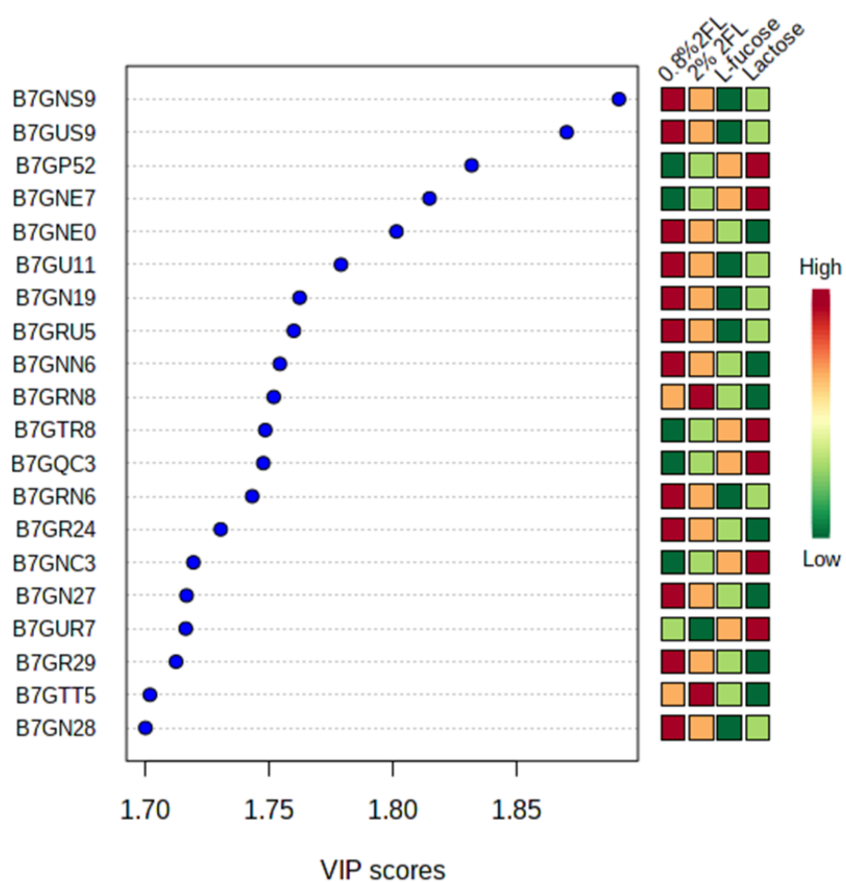

Figure S2: VIP (Variable Importance in Projection) scores obtained after pair-wise PLS-DA analysis for (A) 0.8% 2'FL, (B) 2% 2'FL, (C) fucose, and (D) lactose. A VIP score of  $\geq 1.0$  is considered significant. The colored boxes on the right indicate the relative abundance of the corresponding proteins in each group.

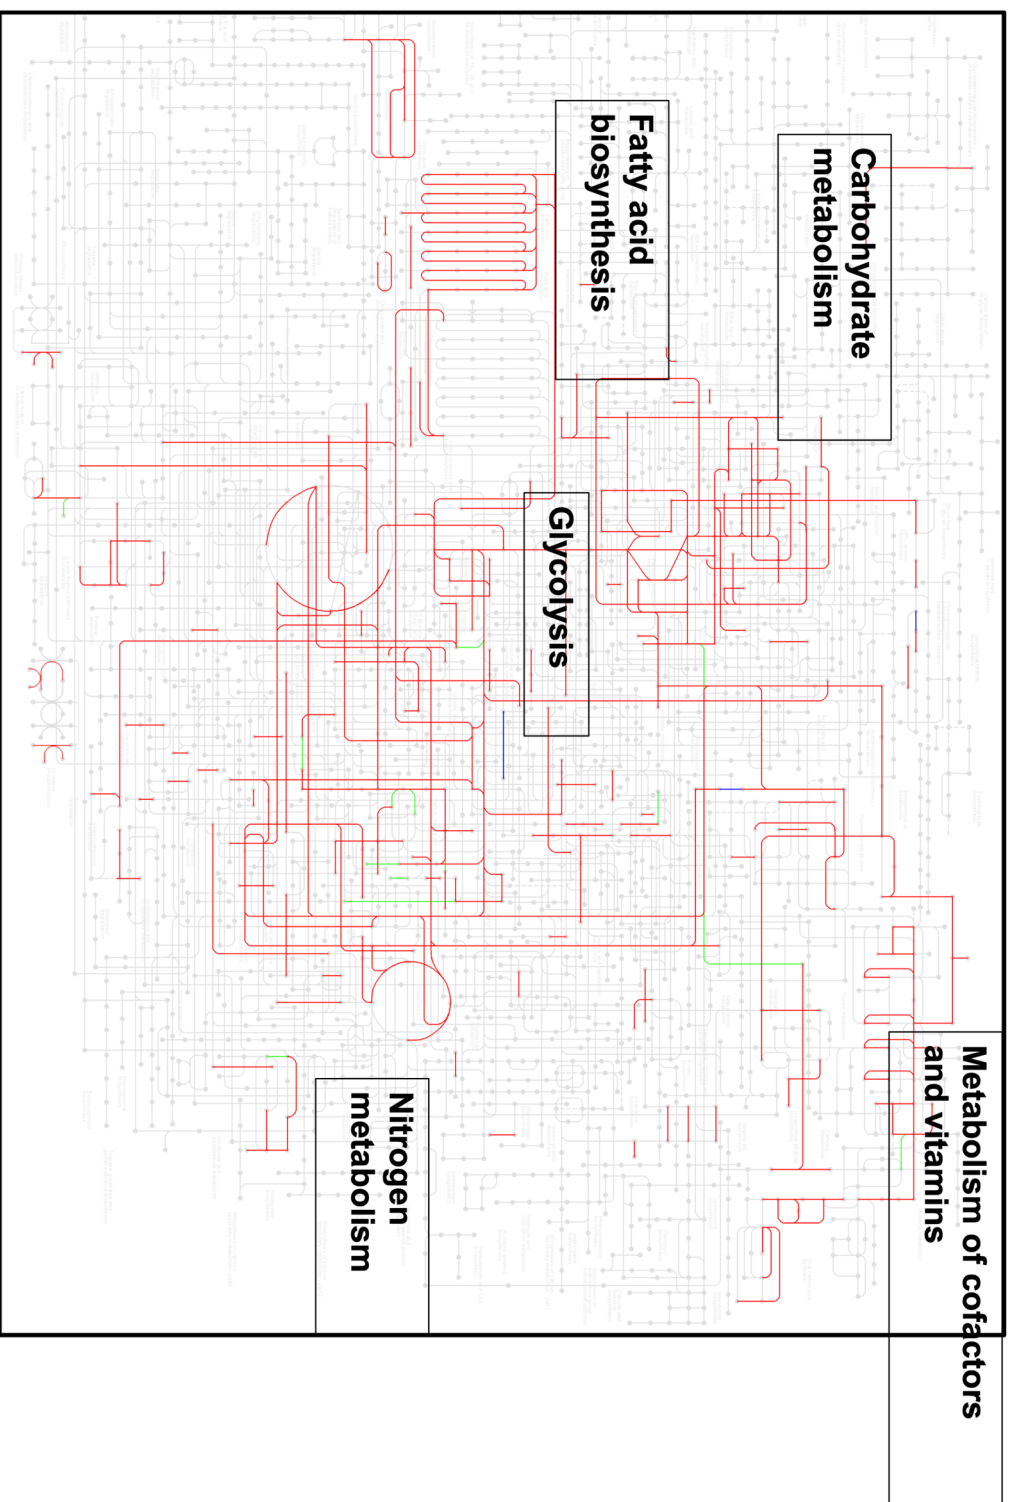

Figure S3: KEGG metabolic pathway map of the *B. infantis* proteome during growth on 0.8% and 2% 2FL as the sole carbohydrate source. Proteins which are identified in both datasets (0.8% and 2% 2FL) are marked in red, only in 0.8% 2FL in blue, and only in 2% 2FL are marked in green in the metabolic pathways.

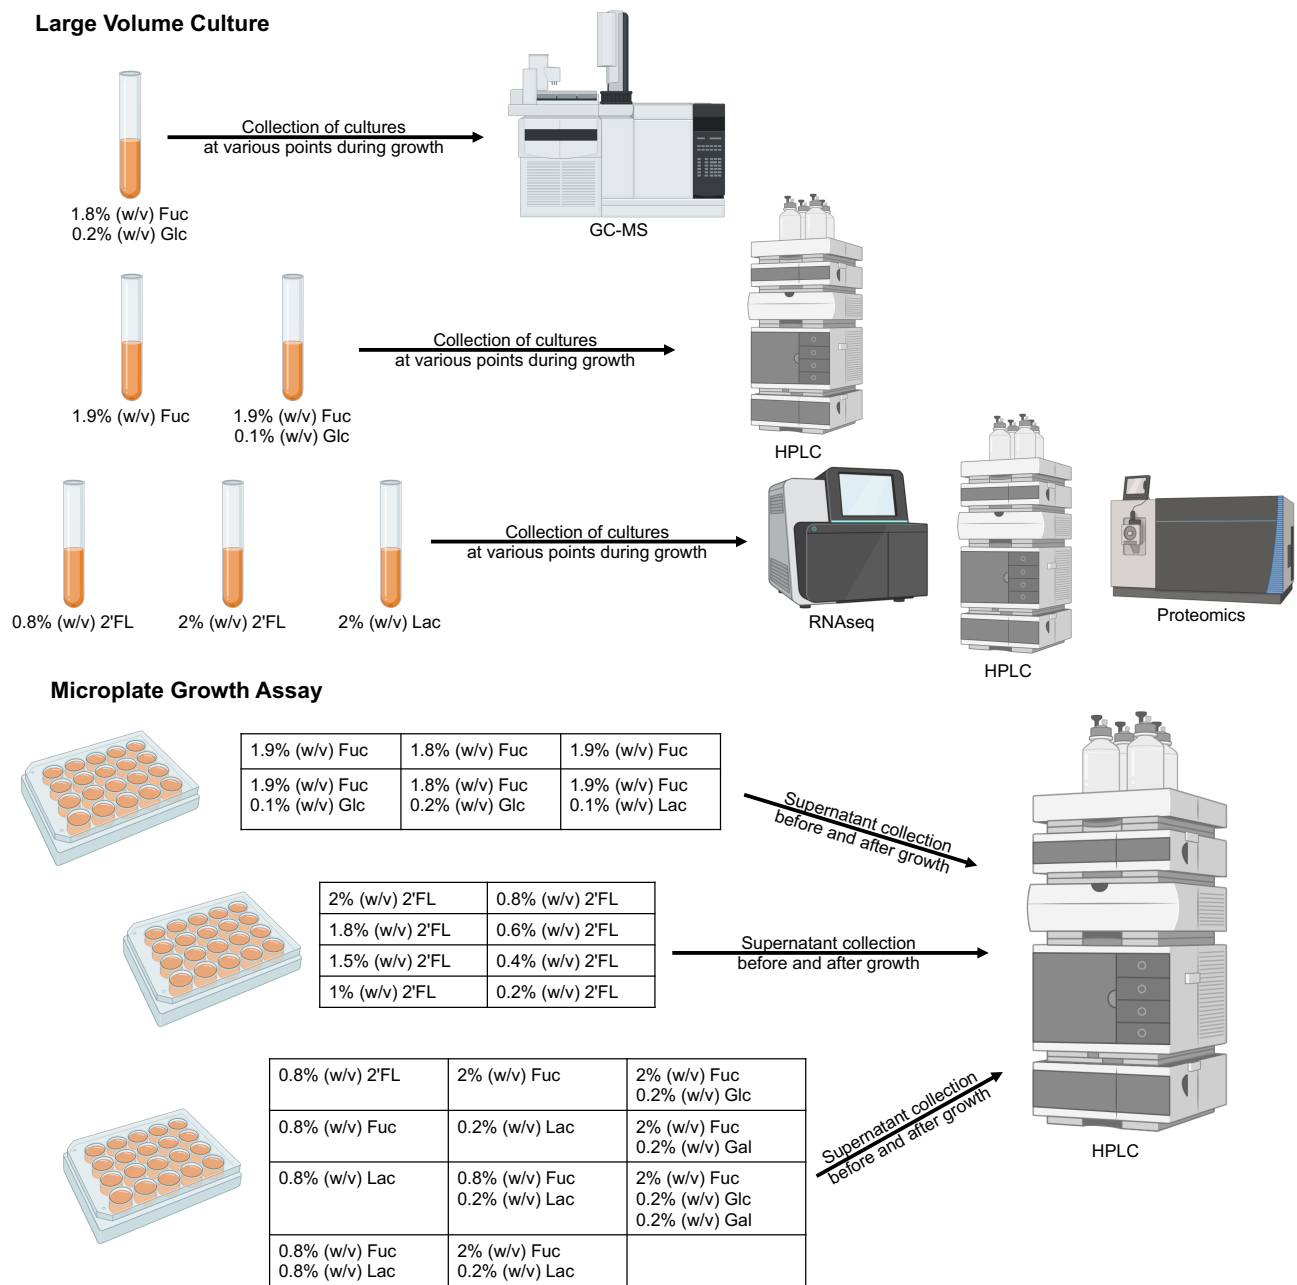

Figure S4: Schematic of culture experiments performed in this study.

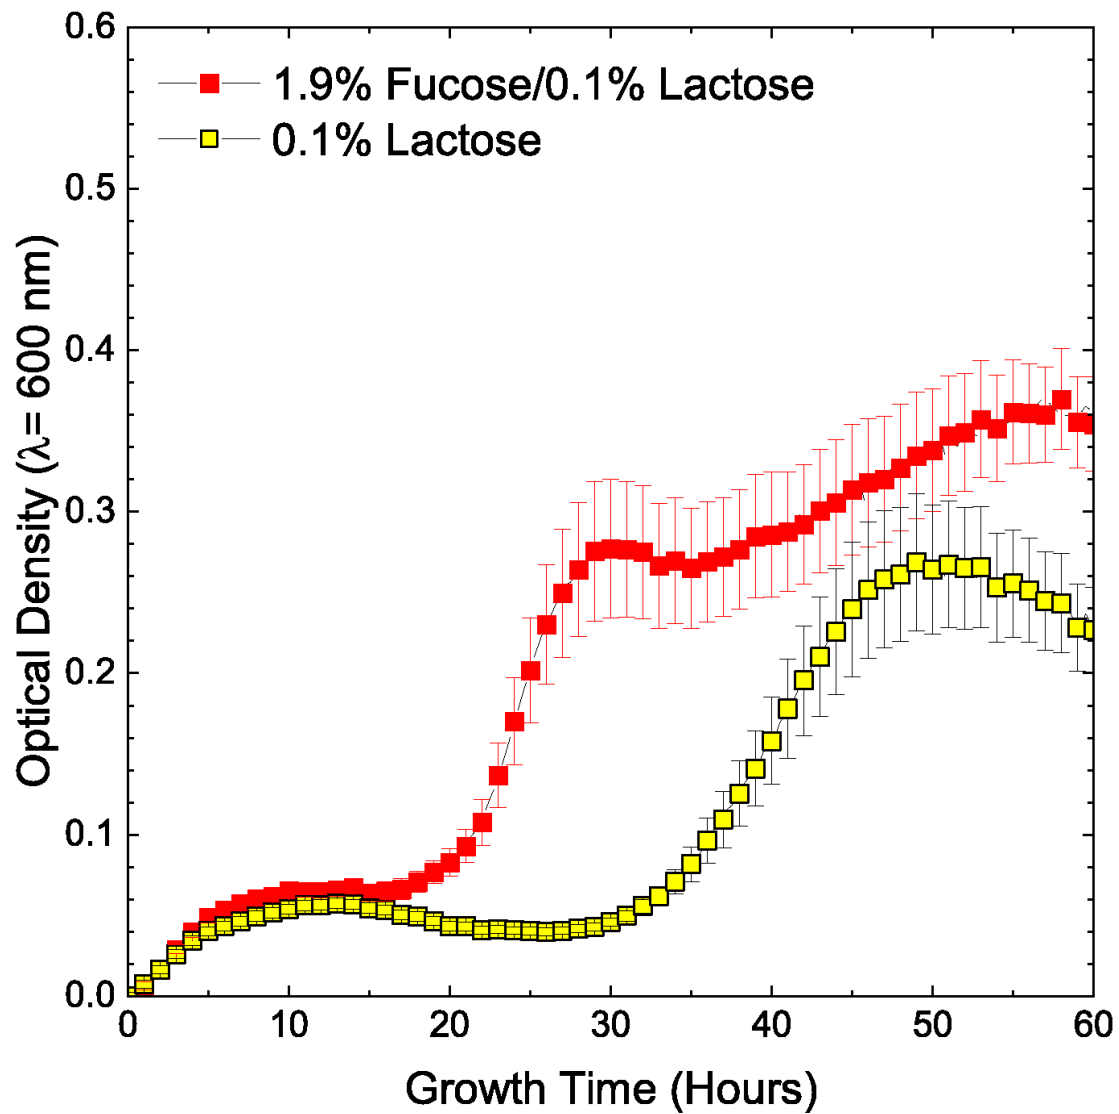

Figure S5: *B. infantis* growth behavior during growth in co-fermentation of fucose and lactose is not significantly different than on the corresponding concentration of lactose as a sole carbohydrate source.

Tabls S1: Metabolite production during *B. infantis* growth in co-fermentation of fucose and lactose suggests that fucose metabolism is limited.

|                              | Lactose<br>(mM) | Fucose<br>(mM) | Lactate<br>(mM) | Formate<br>(mM) | Acetate<br>(mM) | 1,2PD<br>(mM) | Ace:Lac | Form: Ace |
|------------------------------|-----------------|----------------|-----------------|-----------------|-----------------|---------------|---------|-----------|
| 1.9% Fucose/<br>0.1% Lactose | -6.0±0.5        | -6±5           | +4.8±0.4        | +8±1            | +17±1           | +8.3±0.5      | 2.2     | 0.60      |
| 1.9% Fucose                  | ND              | -23±4          | +4.2±0.3        | +16.4±0.8       | +23±5           | +13.1±0.3     | 2.84    | 0.82      |
| 0.1% Lactose                 | -5.2±0.8        | ND             | +3.2±0.3        | +4±1            | +13.7±0.5       | ND            | 2.7     | 0.33      |

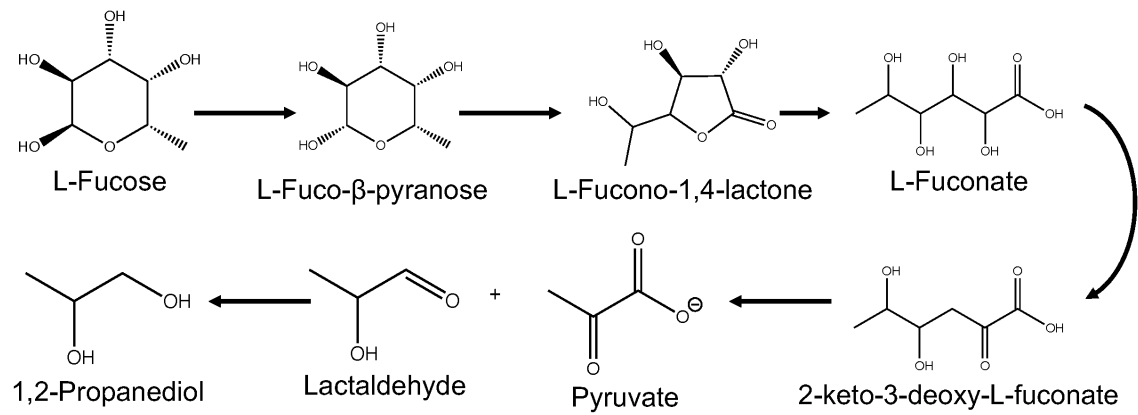

Figure S6: The proposed bifidobacterial fucose metabolic pathway

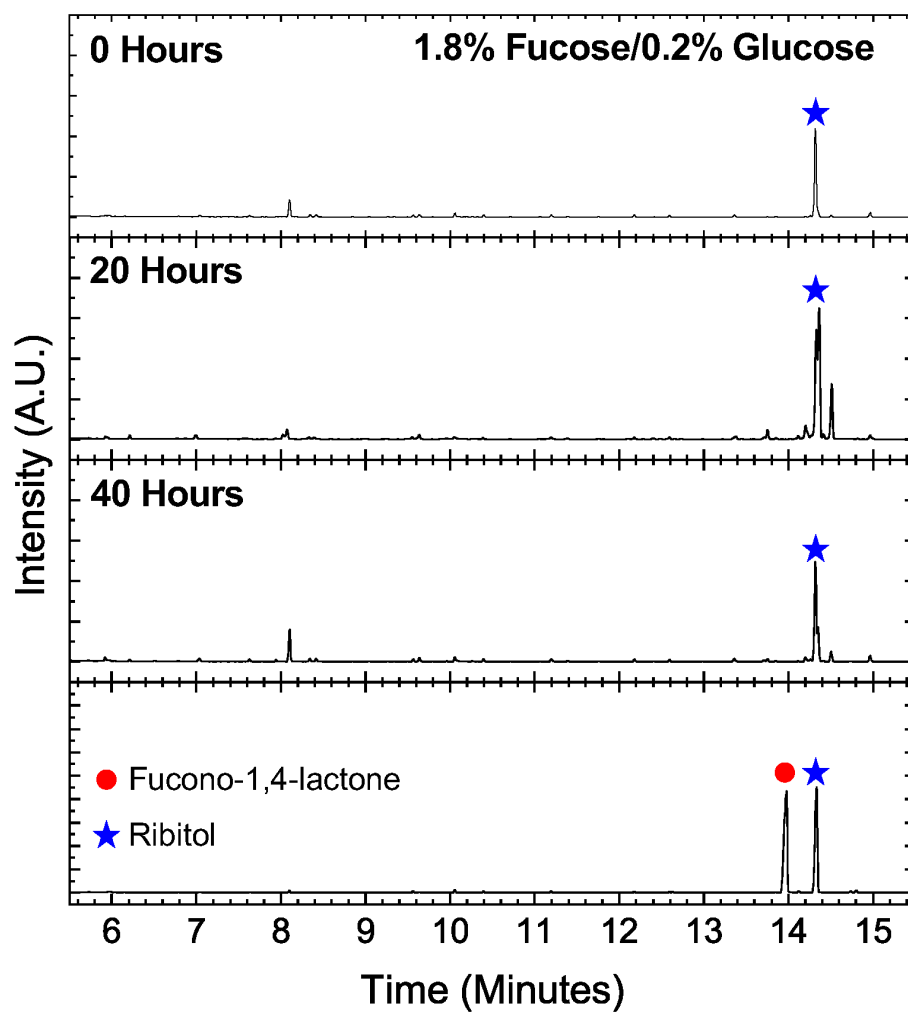

Figure S7: Fucose-specific intracellular metabolite fucono-1,4-lactone is not observed in gas chromatograms at any point during growth in co-fermentation of 1.8% fucose and 0.2% glucose.

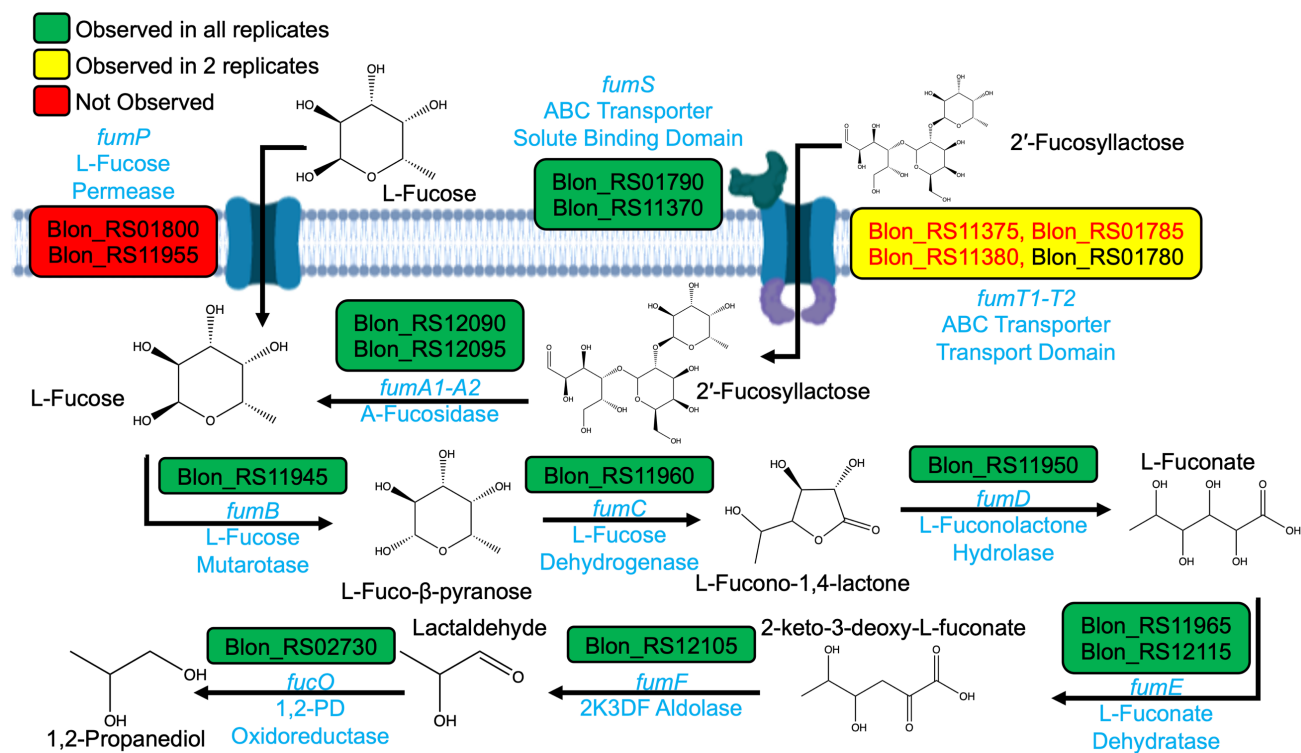

Figure S8: Proposed fucose pathways based on proteome during growth on 0.8% 2'-fucosyllactose as sole carbohydrate source. Gene symbols are given in light blue above the reaction arrows and corresponding protein names below.

Table S2: Gene annotations, predicted functions, and protein KEGG orthology for the predicted *B. infantis* fucose metabolic pathway.

| Gene ID      | Gene Name    | Protein KO | Function                                                             |
|--------------|--------------|------------|----------------------------------------------------------------------|
| BLON_RS01770 |              |            | ATP-dependent DNA helicase                                           |
| BLON_RS01775 | <i>fumR</i>  | K03655     | LacI transcriptional regulator                                       |
| BLON_RS01780 | <i>fumT2</i> | K02025     | ABC transporter permease                                             |
| BLON_RS01785 | <i>fumT1</i> | K02026     | Binding-protein-dependent transport systems inner membrane component |
| BLON_RS01790 | <i>fumS</i>  | K02027     | Extracellular solute-binding protein, family 1                       |
| BLON_RS01795 | <i>fumE</i>  | K18334     | L-fuconate dehydratase                                               |
| BLON_RS01800 |              |            | Major facilitator, superfamily MFS_1                                 |
| BLON_RS01805 |              |            | Hypothetical protein                                                 |
| BLON_RS01810 | <i>fucP</i>  | K02429     | L-fucose permease                                                    |
| BLON_RS02725 |              | K00574     | Cyclopropane-fatty-acyl-phospholipid synthase                        |
| BLON_RS02730 | <i>fucO</i>  | K00048     | L-1,2-propanediol oxidoreductase                                     |
| BLON_RS02735 |              |            | Glycosyl transferase, family 2                                       |
| BLON_RS11370 | <i>fumS</i>  | K02027     | Extracellular solute-binding protein, family 1                       |
| BLON_RS11375 | <i>fumT1</i> | K02026     | Carbohydrate ABC transporter permease                                |
| BLON_RS11380 | <i>fumT2</i> | K02025     | ABC transporter permease                                             |
| BLON_RS11945 | <i>fumB</i>  | K02431     | L-fucose mutarotase                                                  |
| BLON_RS11950 | <i>fumD</i>  |            | L-fuconolactone hydrolase                                            |
| BLON_RS11955 | <i>fucP</i>  | K02429     | L-fucose permease                                                    |
| BLON_RS11960 | <i>fumC</i>  | K18333     | L-2- keto-3-deoxy-fuconate-4-dehydrogenase/L-fucose dehydrogenase    |
| BLON_RS11965 | <i>fumE</i>  | K18334     | L-fuconate dehydratase                                               |
| BLON_RS12085 |              | K01190     | Glycoside hydrolase, family 2, TIM barrel                            |
| BLON_RS12090 | <i>fumA1</i> | K15923     | GH95 alpha-1 3/4-fucosidase                                          |
| BLON_RS12095 | <i>fumA2</i> | K01206     | GH29 alpha-1 3/4 fucosidase                                          |
| BLON_RS12100 | <i>fumB</i>  | K02431     | L-fucose mutarotase                                                  |
| BLON_RS12105 | <i>fucA</i>  | K22397     | L-2-keto-3-deoxy-fuconate aldolase                                   |
| BLON_RS12110 | <i>fumC</i>  | K18333     | L-fucose dehydrogenase                                               |
| BLON_RS12115 | <i>fumE</i>  | K18334     | L-fuconate dehydratase                                               |
| BLON_RS12120 |              |            | Hypothetical protein                                                 |
| BLON_RS12125 | <i>fumT1</i> | K02026     | ABC transporter permease                                             |
| BLON_RS12130 |              | K17319     | ABC transporter permease                                             |
| BLON_RS12135 | <i>fumS</i>  | K02027     | Extracellular solute-binding protein, family 1                       |
| BLON_RS12140 | <i>fumT1</i> | K02026     | ABC transporter permease                                             |
| BLON_RS12145 |              | K17319     | ABC transporter permease                                             |
| BLON_RS12150 | <i>fumS</i>  | K02027     | Extracellular solute-binding protein, family 1                       |

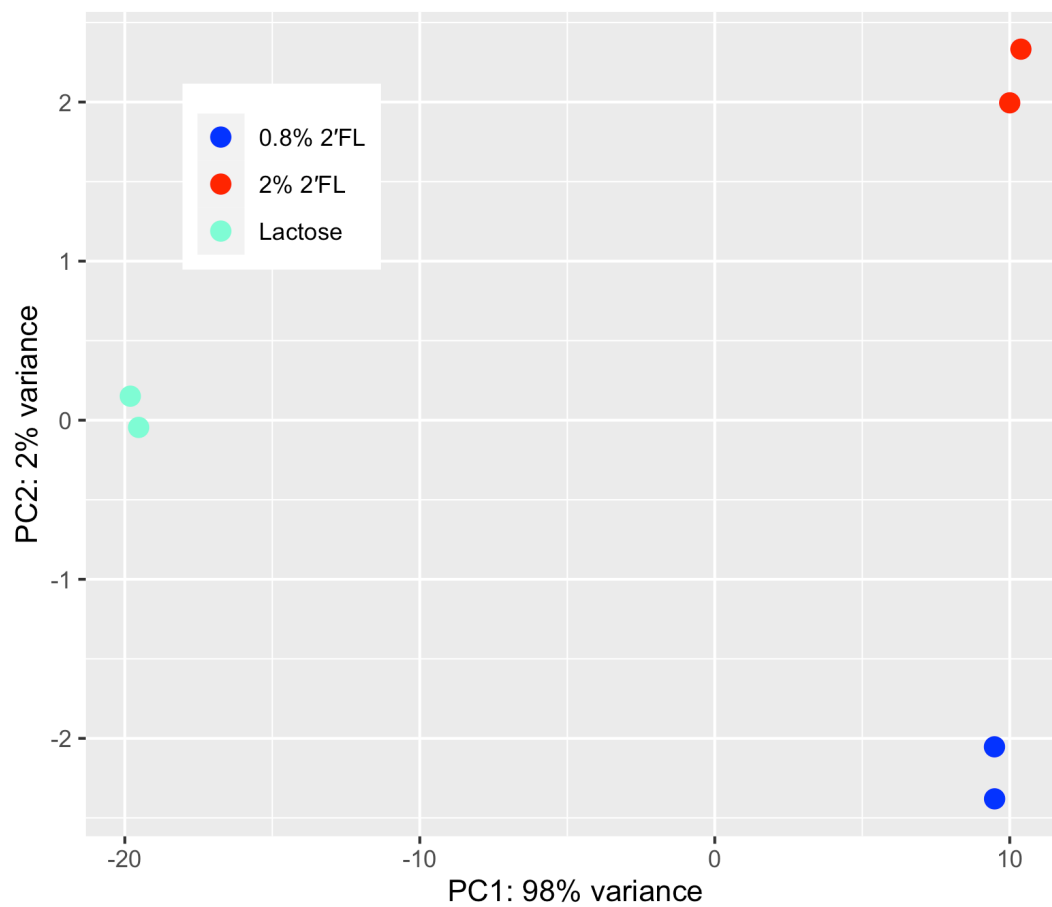

Figure S9: Principal component analysis of the *B. infantis* transcriptome exhibits low variance during growth on 2% and 0.8% 2'fucosyllactose as sole carbohydrates but suggests that transcription during growth on lactose as a sole carbohydrate varies.

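Principal components were recomputed from variance-stabilized counts of the 500 most variable genes. The first component held 96.4% of the variance and separated lactose, at -29.5 and -29.3, from 0.8% 2′FL, at 15.0 and 14.8, and from 2% 2′FL, at 14.9 and 14.1. The second component held 2.24% and separated 0.8% 2′FL, at -4.09 and -3.60, from 2% 2′FL, at 3.66 and 4.11, with the lactose libraries at 0.24 and -0.32. Using all tested genes moved the share of the first component most, to 91.6%, and leaving out 1 library at a time gave between 94.9% and 97.3%. The lactose replicates lay closer together on both components than their distance to any 2′FL library.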

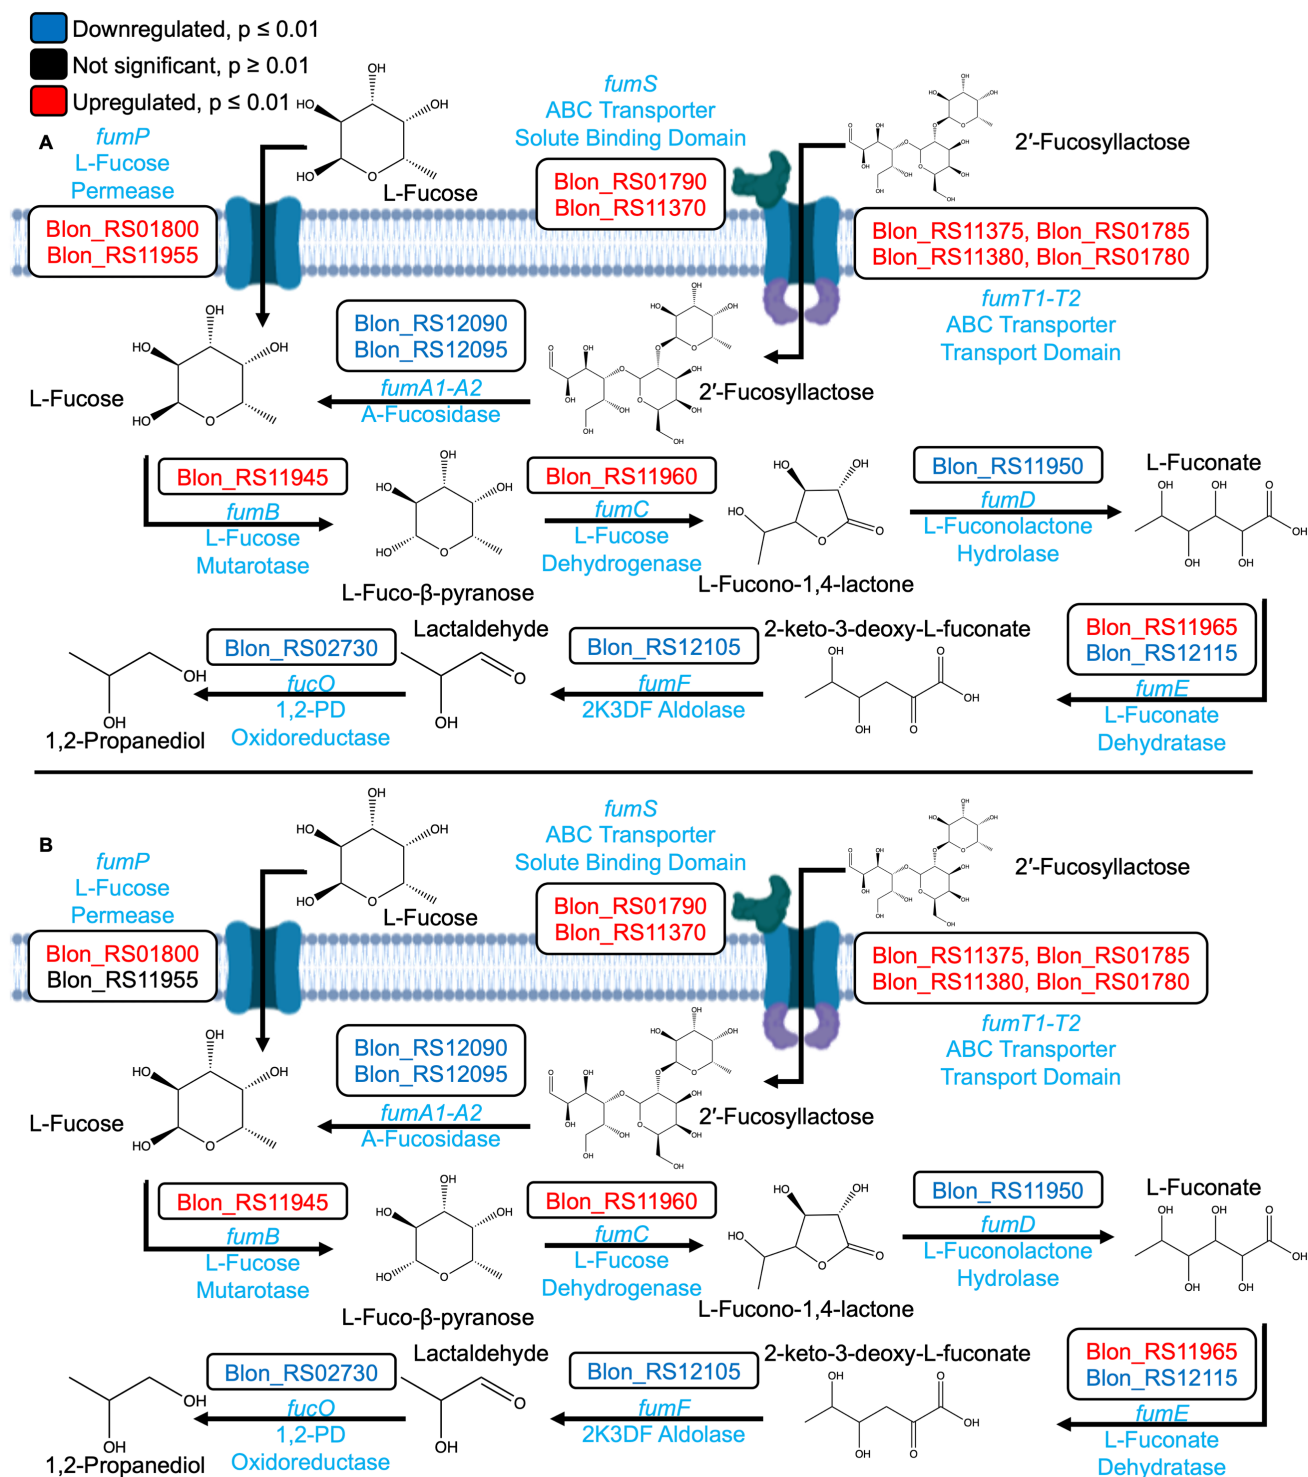

Figure S10: Proposed fucose pathways based on the transcriptome during growth on (A) 0.8% and (B) 2% 2'-fucosyllactose as sole carbohydrate sources. Gene symbols are provided in light blue above the reaction arrows and corresponding protein names below. Upregulation is defined as  $\log_2\text{foldchange} > 0$ , and downregulated as  $\log_2\text{foldchange} < 0$ .

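For the 34 genes of Table S2, the sign of the log2 fold change alone, without a test, gives 15 genes above 0 and 19 below on 0.8% 2′FL relative to lactose, and 14 above and 20 below on 2% 2′FL.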

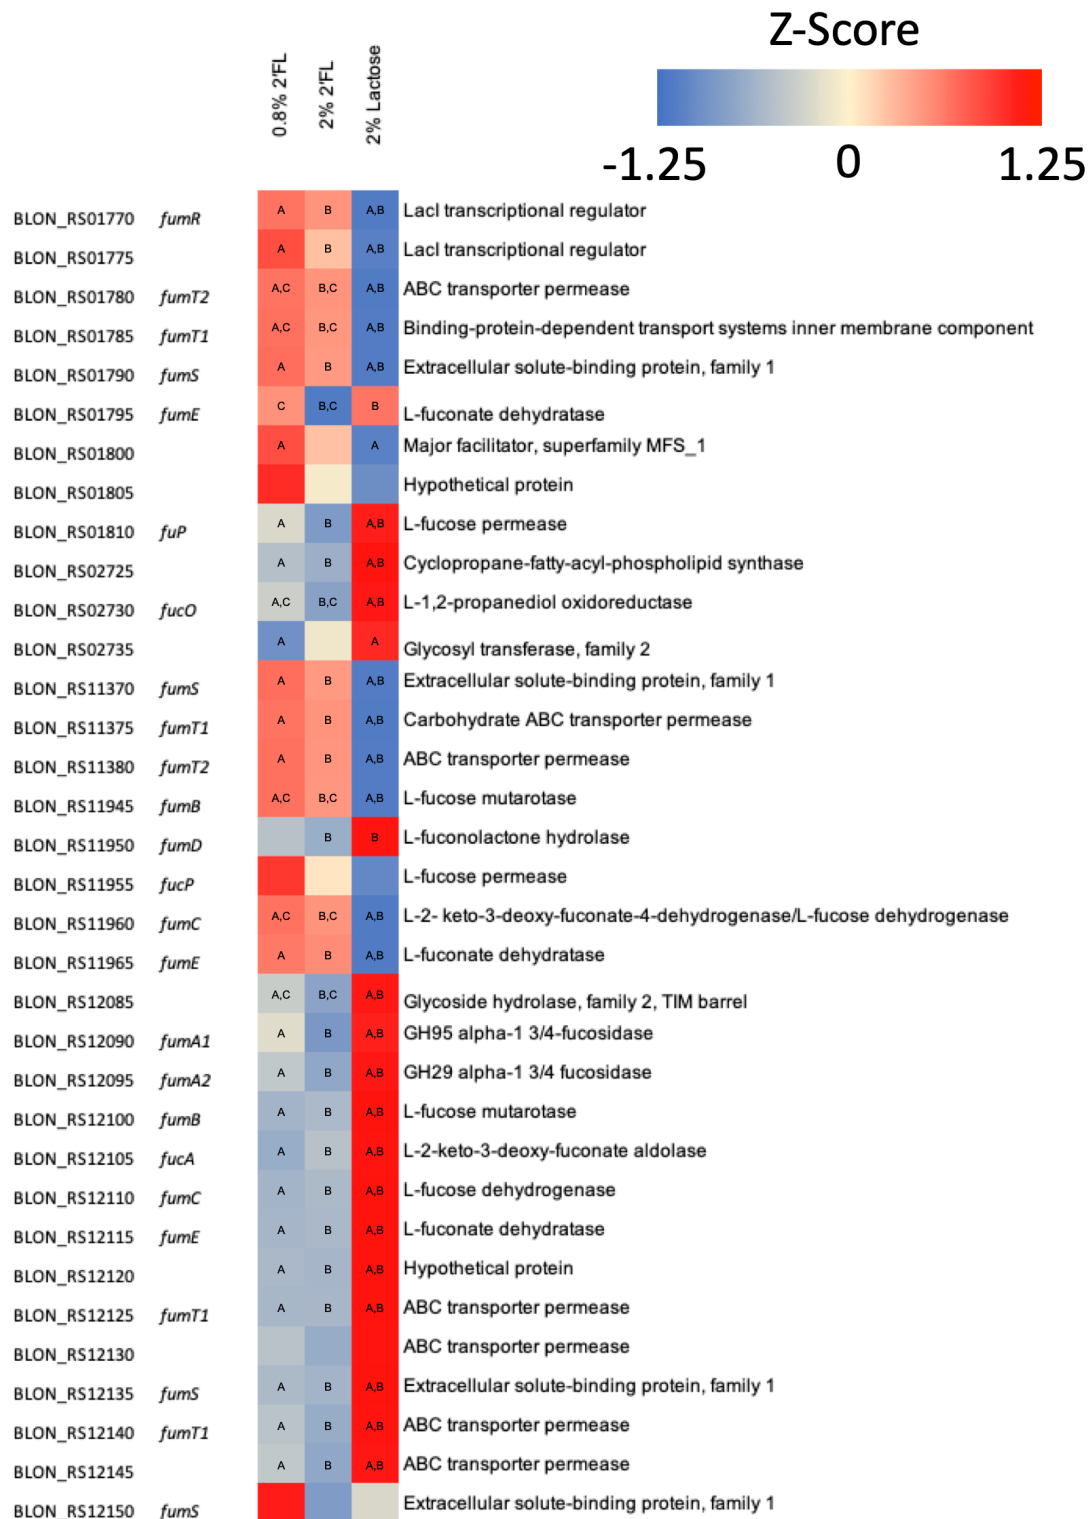

Figure S11: *B. infantis* exhibits differential expression of genes involved in the fucose metabolic pathway as described by z-score calculated from normalized count data. Significance of  $p \leq 0.5$  is denoted as A, between 0.8% 2'FL and lactose; B, between 2% 2'FL and lactose; and C, between 0.8% and 2% 2'FL.

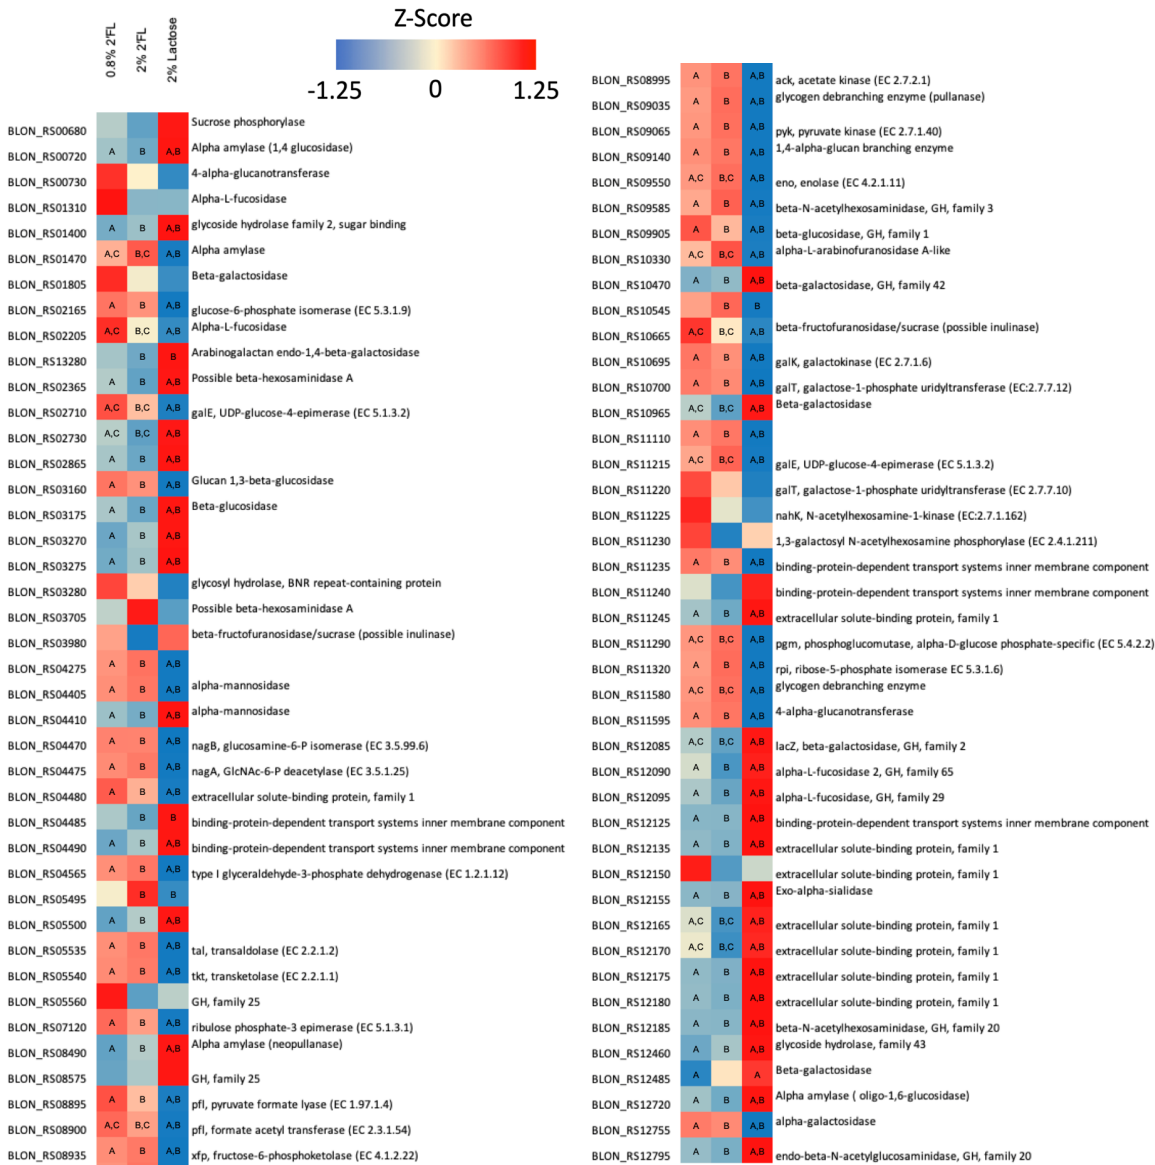

Figure S12: *B. infantis* exhibits differential expression of genes involved in central metabolic processes of the bifid shunt as described by z-score calculated from normalized count data. Significance of  $p \leq 0.5$  is denoted as A, between 0.8% 2'FL and lactose; B, between 2% 2'FL and lactose; and C, between 0.8% and 2% 2'FL.

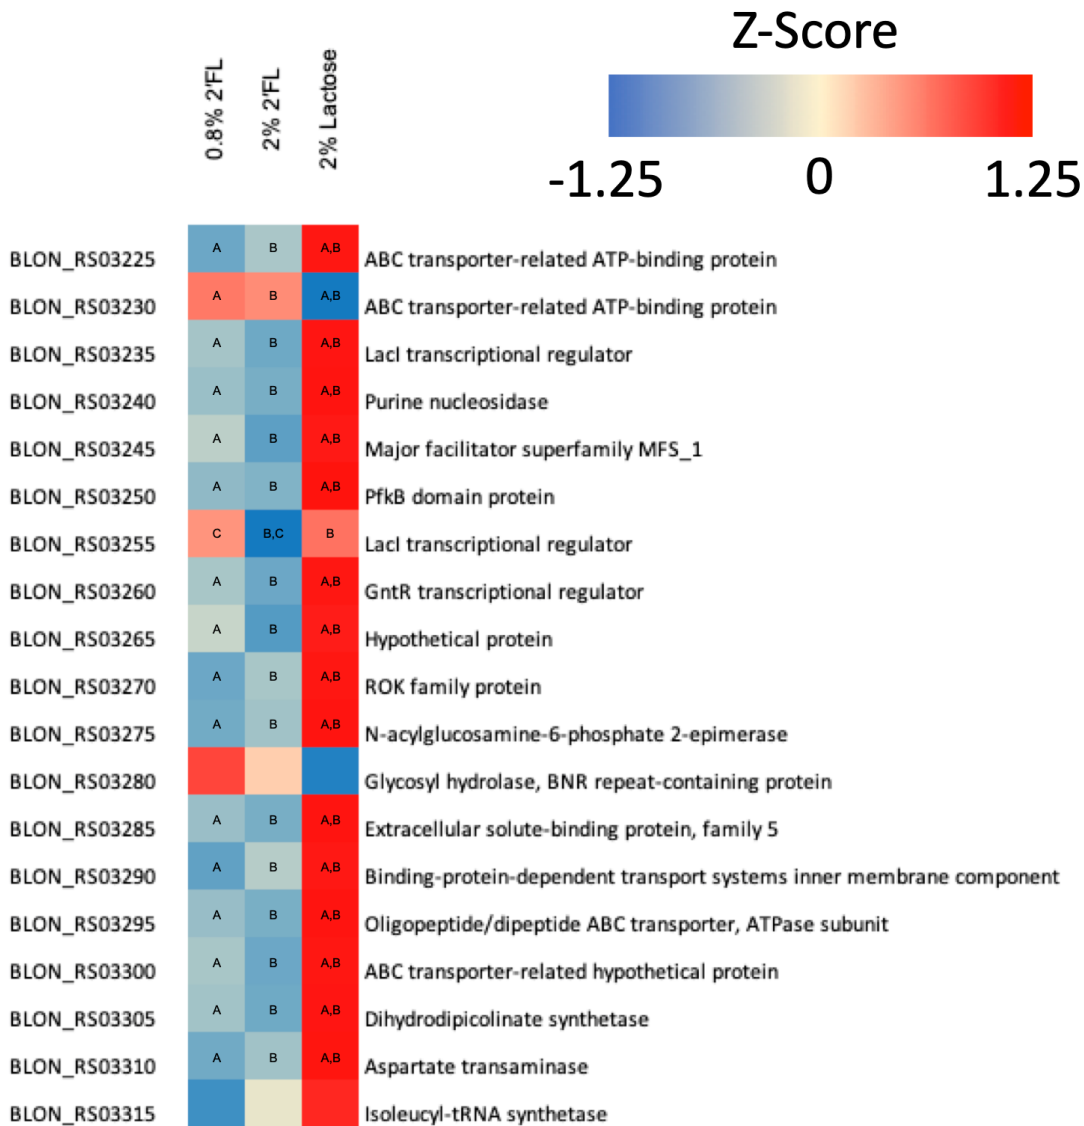

Figure S13: *B. infantis* exhibits differential expression of genes involved in sialic acid metabolism as described by z-score calculated from normalized count data. Significance of  $p \leq 0.5$  is denoted as A, between 0.8% 2'FL and lactose; B, between 2% 2'FL and lactose; and C, between 0.8% and 2% 2'FL.

How the deposited data were processed for this re-analysis (not part of the article)

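RNA-seq counts of *B. infantis* were re-analysed from 6 libraries, 2 each from cells grown on 2% lactose, 0.8% 2′FL and 2% 2′FL. The carbohydrate and the replicate number of each library came from its deposited title and treatment, and every column of the count table was matched to 1 library. The paper describes the storage of cells in RNAlater for its cultures for metabolic profiling, and RNA was extracted from cells stored in RNAlater. The strand option of the counting step and the growth phase of the RNA samples are not given in the sources used here. The paper reports lower final biomass on 2% than on 0.8% 2′FL, which the comparisons do not separate from the concentration.

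The authors aligned the reads with bowtie-2 2.3.4.3 to the genome of the strain and counted them per gene with HTSeq 0.10.0, keeping total and non-unique reads. The deposited count table holds raw read counts as whole numbers, with no normalization. The authors also deposited 1 table per comparison from their DESeq2 Wald test, made after removing genes with a summed count under 50. These tables give the mean normalized count and the Wald statistic, which are scores of the authors' fit, the log2 fold change and its standard error on the log2 scale, and the p-value with its Benjamini-Hochberg adjusted p-value, as the authors computed them. The 3 tables carry the same mean normalized counts, so they come from 1 fit over all libraries. Running DESeq2 1.42.0 on the counts gave the authors' deposited log2 fold changes to within 6.1e-06.

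Counts were analysed with R 4.3.3 and edgeR 4.0.16. Genes with a summed count of at least 50 were kept, 2538 of 2666, normalized with TMM factors and fitted with a negative binomial generalized linear model with the carbohydrate as the only term. Each pair of carbohydrates was compared with edgeR's quasi-likelihood F-test, and p-values were adjusted by the method of Benjamini and Hochberg over all tested genes in each comparison. For the 34 genes of Table S2 they were also adjusted over the list alone. Genes with an adjusted p of at most 0.05 are called differentially expressed, and 0.01, which the paper uses for the fucose genes, was applied beside it. The F-test gives no standard error. Those printed with edgeR values are the absolute log2 fold change divided by the square root of F, an approximation. Means and SDs are of normalized CPM from the 2 libraries of a carbohydrate. Distances and principal components used variance-stabilized counts from DESeq2. Z-scores were taken over the means of the 3 carbohydrates, where the equation of the paper uses the mean across all samples, and the authors' analysis of variance on z-scores was not repeated.

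With 2 libraries per group, an outlying library cannot be told from its partner, other splits of the libraries cannot exclude chance, and the smallest exact permutation p is 0.333. The spread is estimated from all 3 groups together. Where 1 library was left out, the remaining library of that group was assumed to vary like the other groups. Library totals lay between 5757236 and 8285305, and 3 counts in a library correspond to 0.362 to 0.521 CPM. Intervals and floors cover counting error only, since the reads carry no molecular identifiers. On simulated counts with the means and spread of these libraries and 200 genes changed by a log2 fold change of 1, edgeR recovered 93.0%, 97.5% and 94.0% of them in the comparisons of 0.8% 2′FL with lactose, 2% 2′FL with lactose and 2% with 0.8% 2′FL, none with the wrong sign, with 7.00%, 2.50% and 4.08% of its calls false. DESeq2 recovered 85.0%, 90.0% and 88.0%. With no gene changed, edgeR called 0 genes in each comparison, and DESeq2 called 0, 1 and 2. The simulated libraries all had the same mean shares apart from the changed genes. They lack the shift in composition between 2′FL and lactose, where 2047 and 2098 genes were called. These rates therefore do not cover errors of scaling in the comparisons with lactose.

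The tests, the thresholds, the alternatives and the rule for naming genes were set before the data were examined, except where the text says otherwise. By this rule the text names each gene that the paper names by locus tag in its text or in Table S2, the 3 largest rises and the 3 largest falls in each comparison among called genes whose libraries are separated, and the 3 genes with the largest shares of the counts. Values that the paper prints for its own genes had been seen by then. Further genes of Supplementary Figures 12 and 13 and those of the closing section were chosen after their values were seen. Alternatives were the DESeq2 Wald test, DESeq2 size factors, upper-quartile factors or total counts alone in place of TMM factors, no count filter or edgeR's filterByExpr, only the 4 libraries compared, the replicate number as a block in the fit, robust estimation, the 10 most abundant genes left out, a fold change above 2, an adjusted p of at most 0.01, and each library left out. Thinning every library to the smallest total was added after seeing the data. The replicate numbers do not pair the libraries in the counts, since deviations of the first replicate from its group mean correlated between groups at only 0.0150, 0.0140 and 0.0802 across genes, so the block was kept as an alternative.

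Gene length and GC content were not analysed here, since 0 of the locus tags were matched in the reference table used. For the same reason gene lists by product name, which had been intended for the bifid shunt, the sialic acid locus and ribosomal proteins, were not tested. The genes of Supplementary Figures 12 and 13 were read from the pictures and are given only as tallies and values. Growth, metabolite and proteome results of the paper were not analysed here.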

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

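The tests of scaling on the 10 genes with opposite directions, on BLON_RS12150 and on BLON_RS08455 to BLON_RS08465, and the test of chance positions, were chosen only after the result was seen. With 2 libraries per carbohydrate no library was tested as an outlier.

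Relative to lactose, 10 genes passed the threshold in opposite directions at 0.8% and 2% 2′FL. They are BLON_RS00495, BLON_RS01375, BLON_RS01735, BLON_RS04530, BLON_RS08185, BLON_RS09465, BLON_RS10080, BLON_RS10420, BLON_RS12150 and BLON_RS13355, and apart from BLON_RS12150 they were chosen after their values were seen. The difference itself was tested by comparing 2% with 0.8% 2′FL directly. All 10 of 10 genes passed there under each of the 5 scalings (TMM factors, DESeq2, DESeq2 size factors, upper-quartile factors and total counts) and with each library left out, which argues against the scaling between the 2′FL libraries as the cause of the difference. The opposite directions relative to lactose are another matter. With total counts alone 0 of the 10 genes keep opposite signs, with upper-quartile factors 1 does, and with DESeq2 all 10 do. This decides nothing, since total counts lower every gene relative to lactose by about the same amount, more than any of the 10 genes rose. Scaling between 2′FL and lactose libraries and opposite responses cannot be told apart for these genes, because no value here fixes the level of lactose. GC content and gene length were not tested. The difference between the concentrations is measured, and an effect of the 2′FL concentration as its cause is a hypothesis.

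BLON_RS12150 (*fumS*) is 1 of the 10. Its log2 fold changes relative to lactose at 2% and 0.8% 2′FL differ by -0.38 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00350, lower in both 2% libraries). Over the 5 scalings the largest adjusted p of this difference (edgeR and DESeq2) was 0.00350, and with each library left out the largest (edgeR) was 0.0268, without 0.8% 2′FL replicate 2, in a range over the alternatives from 7.27e-10 to 0.0268. Both argue against scaling between the 2′FL libraries and against a single library as the source of the difference. The rise over lactose at 0.8% is less secure, since its log2 fold change became -0.51 with total counts alone, and the call was lost without lactose replicate 1 (log2 fold change 0.14) and without 0.8% 2′FL replicate 1 (0.22) or 2 (0.18). The change of sign with total counts is the shift that every gene receives, so that scaling and a rise at 0.8% 2′FL cannot be told apart. Reads shared with other copies of *fumS* were not tested for this gene. Its lower level at 2% than at 0.8% 2′FL is measured, and a response to the concentration as its cause is a hypothesis.

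BLON_RS08455, BLON_RS08460 and BLON_RS08465 had log2 fold changes of 5.80, 5.70 and 4.39 at 0.8% 2′FL and are genes the paper does not discuss. Their lowest log2 fold change over the 5 scalings and both concentrations was 3.69, and with each library left out it was 4.34, which argues against scaling and against a single library as the cause. Whether reads are shared with other loci, and an effect of GC content or gene length, were not tested. The rise in every 2′FL library is measured, and a response to 2′FL in place of lactose, the difference that the design names, is a hypothesis found on the same data.

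Of the 272 genes higher at 2% than at 0.8% 2′FL, 70 lie in 8 runs of at least 5 consecutive tested genes by locus tag number, which the paper does not report. The longest holds 18 genes, BLON_RS08035 to BLON_RS08125, with a median log2 fold change of 0.94. Relative to lactose its median was -2.96 at 0.8% and -2.01 at 2% 2′FL, so it stayed below lactose. The other runs are BLON_RS03755 to BLON_RS03780 (6 genes), BLON_RS03795 to BLON_RS03825 (7), BLON_RS07780 to BLON_RS07800 (5), BLON_RS09280 to BLON_RS09325 (10), BLON_RS09345 to BLON_RS09380 (8), BLON_RS09430 to BLON_RS09465 (8) and BLON_RS09480 to BLON_RS09520 (8). At 2% 2′FL, BLON_RS07780 to BLON_RS07800 (median -1.22) and BLON_RS09480 to BLON_RS09520 (-0.52) also lay below lactose. The remaining runs lay above it, with medians from 0.77 to 2.99. These genes were chosen after their values were seen. In 10000 random placings of the 272 genes the longest run had on average 3.24 and at most 8 genes, and a run of 18 or more never occurred (permutation p = 1.00e-04, the smallest they can give). Genes of one operon rise together, so this excludes only that the positions are random. Residual genomic DNA in the 2% 2′FL libraries would raise other genes of the same abundance as well. The median log2 fold change of the 660 other genes in the middle abundance range of the runs was -0.0383, against 0.92 in the runs. Abundance was averaged over all 6 libraries, however, and the longest run lay far below lactose on 2′FL. The other genes can be more abundant on 2′FL than that run, so these values cannot decide on residual DNA. After thinning to the smallest library, 67 of the 70 genes (95.7%) were still called, the lowest median log2 fold change of the runs with each library left out was 0.84, and over the 5 scalings it was 0.80, which argues against depth, a single library and scaling. These medians pool the genes of all 8 runs and do not speak for each run. BLON_RS03755 to BLON_RS03780 had a median log2 fold change of only 0.34, and the others had medians between 0.74 and 1.18. GC content, gene length and extra copies of these regions in the cultures on 2% 2′FL, such as prophage or other mobile DNA, were not tested. An effect of the concentration may underlie the runs, as a hypothesis found and tested on the same data.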

How the results depend on the processing

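Thinning all libraries to the smallest total was the only alternative chosen after seeing the data, and the genes of Supplementary Figures 12 and 13 were added to the comparison after their values were seen.

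Requiring a fold change above 2 left 983 genes at 0.8% 2′FL, 1000 at 2% 2′FL and 39 between the concentrations, with 869 changed in the same direction at both. Under it 19, 20 and 0 of the genes of Table S2 passed, 11 and 11 of those of Supplementary Figure 12 were higher, and 8 and 9 of those of Supplementary Figure 13 were lower. An adjusted p of at most 0.01 left 268 genes between the concentrations, 6 of them in Table S2. The construction of these stricter requirements accounts for the lower counts. The DESeq2 Wald test called 7 genes of Table S2 between the concentrations, and total counts alone gave 21 there and 11 higher genes of Supplementary Figure 12 at 2% 2′FL. The cause was not tested.

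The correlation of the fold changes was 0.940 without a count filter, and 0.947 and 0.944 with a separate lactose library for each concentration. The distance ratio was 3.16 on log2 CPM, 3.43 with rlog and 5.12 over the 500 most variable genes. The first principal component held 94.5% on log2 CPM and 91.6% over all genes. The cause was not tested. Under every other alternative apart from leaving out libraries, these results stayed within 1.5 times the reported count, or within the spread over libraries for the correlation, the distance ratio and the first component. With the replicate block the counts were 2063, 2107 and 487, with 33, 32 and 14 genes of Table S2 and 1906 changed in the same direction.

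With each library left out, the counts lay between 1911 and 2115 at 0.8% 2′FL, 1970 and 2088 at 2%, and 237 and 610 between the concentrations, where the count was lowest without 0.8% 2′FL replicate 1 (237) and replicate 2 (262). In Table S2 they lay between 30 and 33, 31 and 33, and 5 and 16, lowest without 0.8% 2′FL replicate 2 (5) and replicate 1 (8). Higher genes of Supplementary Figure 12 stayed at 17 and lower genes of Supplementary Figure 13 at 16 for 0.8% 2′FL and between 15 and 17 for 2%. Genes changed in the same direction lay between 1775 and 1884, the correlation between 0.948 and 0.960, the distance ratio between 3.28 and 3.54, and the first component between 94.9% and 97.3%.

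For single genes, 3443 values under an alternative were compared with the reported one. Of these, 185 lost the threshold, 23 gained it, 21 reversed and 3214 did none of these. A change of sign counts as a reversal only where the reported or the alternative value passed the threshold. Other changes of sign are among the 3214. An example is BLON_RS06605 at 0.8% 2′FL, with a log2 fold change of 0.15 as reported and -0.40 at the lowest with a library left out. All reversals in this sense came under total counts or upper-quartile factors. With total counts the log2 fold change at 0.8% 2′FL became -0.27 in BLON_RS01805, -0.29 in BLON_RS11955, -0.51 in BLON_RS12150, -0.0722 in BLON_RS08995, -0.59 in BLON_RS11220, -0.49 in BLON_RS03230 and -0.14 in BLON_RS03280. At 2% it became -0.14 in BLON_RS01770, -0.0531 in BLON_RS01800, -0.66 in BLON_RS01805, -0.62 in BLON_RS11955, -0.12 in BLON_RS08995, -0.77 in BLON_RS11220, -0.62 in BLON_RS03230 and -0.49 in BLON_RS03280. With upper-quartile factors it became -0.20 in BLON_RS12150, -0.28 in BLON_RS11220 and -0.18 in BLON_RS03230 at 0.8%, and -0.36 in BLON_RS11220, -0.21 in BLON_RS03230 and -0.0704 in BLON_RS03280 at 2%. These scalings lower the median of all genes, by the construction of the factors. The requirement of a fold change above 2 accounted for 61 of the lost thresholds, an adjusted p of at most 0.01 for 21 and the DESeq2 Wald test for 15. Leaving out libraries accounted for 67, most of them without 0.8% 2′FL replicate 2 (17), 0.8% 2′FL replicate 1 (15), lactose replicate 2 (12) and 2% 2′FL replicate 1 (10). Offsets for GC content and gene length, alone or with the replicate block, and the tests of gene lists were not run. After thinning to the smallest library 436 genes were called between the concentrations, against 463, and 413 of the 463 were among them. More depth than the libraries have was not tested.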

Differences from the paper's values

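The comparison with the letters of Supplementary Figure 11 was chosen after the values were seen. For the difference between 2% and 0.8% 2′FL, the adjusted p of 3 genes differs from the paper's. For BLON_RS12150 the paper's value is 0.002, and the value here is 0.00350 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted). Among the alternatives set before the data were examined, the DESeq2 Wald test (0.00164), DESeq2 size factors (0.00173), robust estimation (0.00202) and leaving out the 10 most abundant genes (0.00293) bring it within 1.5 times of the paper's value. All others do not, and over all alternatives it lies between 7.27e-10 and 0.0268. The authors' deposited value is 0.00178.

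For BLON_RS01785 the paper's value is 0.01 and the value here 0.00477 (edgeR). The DESeq2 Wald test (0.0100), only the 4 libraries compared (0.00725), and leaving out lactose replicate 1 (0.0106), lactose replicate 2 (0.0112) or 2% 2′FL replicate 1 (0.0107) bring it within 1.5 times of the paper's, and the other alternatives set before the data were examined do not. It lies between 0.000125 and 0.0402 over all alternatives, and the authors' deposited value is 0.0109.

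For BLON_RS02730 the paper states a p under 0.0001, and the value here is 0.000434 (edgeR). It falls under the paper's limit with the DESeq2 Wald test (5.88e-06), total counts alone (2.35e-05), and without 2% 2′FL replicate 1 (3.70e-06) or replicate 2 (1.10e-05), and not under the other alternatives set before the data were examined, in a range from 3.70e-06 to 0.00914. The authors' deposited value is 6.40e-06. The direction of all 3 genes, and of BLON_RS01790, BLON_RS11960 and BLON_RS11965, is the paper's. For BLON_RS01790 the paper states a log2 fold change above 3, and here it is 3.39 at 0.8% 2′FL and 2.96 at 2%. At 2% it is above 3 with the DESeq2 Wald test (3.03), as in the authors' deposited table (3.03), with DESeq2 size factors (3.03) and without 2% 2′FL replicate 1 (3.05).

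The paper states that most fucose genes differ from lactose at a p of at most 0.01, citing figures that include tests on z-scores, and names BLON_RS01795, BLON_RS11955 and BLON_RS12150 as exceptions. Here 31 of the 34 genes of Table S2 pass an adjusted p of 0.01 at each concentration, and at 0.8% 2′FL the remaining genes are those 3. At 2% 2′FL the remaining genes are BLON_RS01805, BLON_RS11955 and BLON_RS12150, while BLON_RS01795 is lower than on lactose by a log2 fold change of -0.60 (edgeR, adjusted p = 0.000461, range over the alternatives 4.76e-09 to 0.0127). With the DESeq2 Wald test it does not pass 0.01 (0.0127). At 0.05, BLON_RS12150 passes here at both concentrations and BLON_RS11955 at 0.8% 2′FL. In the authors' deposited tables 32 of the 34 genes pass an adjusted p of 0.01 at 0.8% 2′FL, all but BLON_RS01795 and BLON_RS11955, with 0.00897 for BLON_RS12150. At 2% 2′FL 29 pass there, all but BLON_RS01795 (0.0127), BLON_RS01805 (0.106), BLON_RS02735 (0.113), BLON_RS11955 (0.222) and BLON_RS12150 (0.285).

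The letters of Supplementary Figure 11 were read by eye. They mark differences between z-scores, which the paper tested by analysis of variance and Tukey's HSD, at a threshold that the legend prints as 0.5, so they are not on the same test as the values here. In that figure BLON_RS12130 carries none, BLON_RS11950 none for 0.8% 2′FL against lactose, and BLON_RS01800 none for 2% 2′FL against lactose. Here BLON_RS12130 is lower than on lactose at both concentrations (log2 fold changes -0.91 and -1.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.33e-09 and 1.25e-09), BLON_RS11950 is lower at 0.8% 2′FL (-0.89, adjusted p = 5.42e-05) and BLON_RS01800 is higher at 2% 2′FL (0.77, adjusted p = 0.000231).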

Other observations

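The tests on the copies of *fumB*, *fumC* and *fumE* and on the genes with nearly equal counts were chosen only after the result was seen, and those genes with nearly equal counts, apart from BLON_RS12675, were chosen after their values were seen.

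Copies of *fumB* (BLON_RS11945 and BLON_RS12100), *fumC* (BLON_RS11960 and BLON_RS12110) and *fumE* (BLON_RS11965 and BLON_RS12115) changed in opposite directions on 2′FL. For *fumB* the log2 fold changes at 0.8% 2′FL were 2.60 and -0.93 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.95e-12 and 5.31e-08) and for *fumC* 3.96 and -1.37 (adjusted p = 6.83e-14 and 1.66e-10), each in all libraries. The pairs were chosen for their opposite directions, and both concentrations are compared with the same lactose libraries, so the 6 of 6 pairs and concentrations past the threshold in opposite directions do not count as separate evidence. Reads counted at both members of a pair would move them in one direction, so these values argue against shared reads as the cause of the opposite directions in these pairs, and say nothing about other copies. The *fumE* copy BLON_RS01795 did not pass the threshold at 0.8% 2′FL (-0.11, adjusted p = 0.383), and the *fumT2* copies BLON_RS01780 and BLON_RS11380 both rose (3.31 and 3.21), for which shared reads were not tested. Whether partly shared reads make the changes look smaller was not tested. Over the 5 scalings 100% of the pairs and concentrations kept opposite directions. For the rising copies this argues against scaling as the cause. Upper-quartile factors and total counts lower genes relative to lactose, and the DESeq2 factors raise them little. Scaling as the cause of the falls in the other copies was therefore hardly tested. GC content and gene length were not tested. Different control of the copies by the carbohydrate is a hypothesis.

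Counts of BLON_RS12675, BLON_RS11865, BLON_RS12695 and BLON_RS04165 were nearly equal in each library. The first 3 lay within 0.141% to 1.71% of each other, and BLON_RS04165 was at 87.2% to 88.3% of their mean. The chi-square per degree of freedom was 502 for all 4 and 1.85 for the first 3, so the counts are not equal within counting noise. A nearly constant ratio is also what a shorter or partly shared copy would give, so reads counted at several loci, which the kept non-unique reads allow, cannot be told apart from separate genes of nearly equal abundance for any of the 4. Reads that align to several loci are a possible explanation. No biological explanation was tested.

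Between the concentrations, 264 of the 463 called genes moved opposite to their change from lactose to 0.8% 2′FL. If 2% 2′FL moved genes part of the way back toward lactose, the change from lactose to 0.8% and that from 0.8% to 2%, taken from separate 0.8% libraries, would correlate below 0 across genes. The Pearson r was -0.0769 for one choice of libraries and -0.0786 for the other, and the Spearman rho -0.04 and -0.03. Genes are not independent replicates, and no size had been set for a correlation near 0, so a weak return and none cannot be told apart.

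The mean TMM factor was 1.43 on lactose and 0.838 on 2′FL, a ratio of 1.70. Without the 10 most abundant genes the ratio was 1.54, so a few genes taking many of the counts may account for part of it and not for the whole. The rest of the difference was not explained by a test here. A wider change in composition on 2′FL stays open.

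Between the concentrations 436 genes were called after thinning all libraries to the smallest and 463 before, 413 of them in both, which argues against unequal depth as the source of most of these calls. Whether deeper libraries would give more calls was not tested. Besides the runs of genes higher at 2% 2′FL, there were runs of genes lower at 2%, BLON_RS01775 to BLON_RS01795 (5 genes, median log2 fold change -0.43), BLON_RS02770 to BLON_RS02795 (6, -0.43) and BLON_RS12840 to BLON_RS12870 (6, -0.40), the latter 2 runs chosen after their values were seen.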
